# Pleiotropic functions of catabolite control protein CcpA in Butanol-producing *Clostridium acetobutylicum*

**DOI:** 10.1186/1471-2164-13-349

**Published:** 2012-07-30

**Authors:** Cong Ren, Yang Gu, Yan Wu, Weiwen Zhang, Chen Yang, Sheng Yang, Weihong Jiang

**Keywords:** CcpA, Pleiotropic regulator, Acidogenesis and solventogenesis, Sporulation

## Abstract

**Background:**

*Clostridium acetobutylicum* has been used to produce butanol in industry. Catabolite control protein A (CcpA), known to mediate carbon catabolite repression (CCR) in low GC gram-positive bacteria, has been identified and characterized in *C. acetobutylicum* by our previous work (Ren, C. et al. 2010, Metab Eng **12:**446**–**54). To further dissect its regulatory function in *C. acetobutylicum*, CcpA was investigated using DNA microarray followed by phenotypic, genetic and biochemical validation.

**Results:**

CcpA controls not only genes in carbon metabolism, but also those genes in solvent production and sporulation of the life cycle in *C. acetobutylicum*: *i*) CcpA directly repressed transcription of genes related to transport and metabolism of non-preferred carbon sources such as d-xylose and l-arabinose, and activated expression of genes responsible for d-glucose PTS system; *ii*) CcpA is involved in positive regulation of the key solventogenic operon *sol* (*adhE1-ctfA-ctfB*) and negative regulation of acidogenic gene *bukII*; and *iii*) transcriptional alterations were observed for several sporulation-related genes upon *ccpA* inactivation, which may account for the lower sporulation efficiency in the mutant, suggesting CcpA may be necessary for efficient sporulation of *C. acetobutylicum*, an important trait adversely affecting the solvent productivity.

**Conclusions:**

This study provided insights to the pleiotropic functions that CcpA displayed in butanol-producing *C. acetobutylicum*. The information could be valuable for further dissecting its pleiotropic regulatory mechanism in *C. acetobutylicum*, and for genetic modification in order to obtain more effective butanol-producing *Clostridium* strains.

## Background

CcpA is a conserved regulator protein in gram-positive bacteria, which was first characterized as a transcriptional regulator responsible for glucose repression on α-amylase synthesis in *Bacillus subtilis*, a model firmicute bacterium [1,2]. The later studies have demonstrated that *B. subtilis* CcpA is a master repressor or activator to many cellular processes, such as sugar transport [3,4], glycolysis [5,6], ammonium assimilation [7,8] and d-xylose and l-arabinose metabolism [9,10]. In *Clostridium* species, CcpA was reported to be involved in various cellular processes, such as glucose repression on d-xylose metabolism in *C. acetobutylicum* by our laboratory [11]; also efficient sporulation and enterotoxin gene regulation [12], biofilm formation [13] and gliding in pathogen *C. perfringens*[14]; and repression of toxin gene expression in *C. difficile*[15].

Gram-positive *C. acetobutylicum* has been used to produce organic solvents through a so-called ABE (acetone-butanol-ethanol) fermentation process [16,17]. Among several solvents that ABE fermentation process produces, butanol has attracted significant attention in recent years as a potential next-generation liquid fuel [18,19]. Compared to the other existing biofuels, such as ethanol, butanol offers advantages as a gasoline substitute because of its higher energy content and hydrophobicity [20]. *C. acetobutylicum* genome contains one *ccpA* gene [21,22], the product of which shares 42% amino acid identity with that of *B. subtilis*. However, currently very little is known about the regulatory roles of CcpA in *C. acetobutylicum*. Our previous analysis showed that *C. acetobutylicum ccpA* mutant established significant phenotypic changes (e.g., deficiency in acids re-assimilation) compared to its parental strain [11], suggesting that in addition to regulation of d-xylose metabolism, CcpA may be involved in regulation of other cellular processes in *C. acetobutylicum*.

Since CcpA likely exerts pleiotropic regulation in *C. acetobutylicum*, it thus raises an intriguing question, namely whether *C. acetobutylicum* CcpA is involved in regulating specific cellular processes that are closely related to its industry applications, such as acids re-assimilation, solvents forming, sporulation and capability of utilizing non-preferable sugars [19,23-26]. Positive modification of regulation of these cellular processes will result in significant improvement in terms of economic feasibility of industrial-scale butanol production.

In this study, we employed a comparative transcriptome analysis in combination with genetic and biochemical validation to determine the possible regulatory functions of CcpA in *C. acetobutylicum*. The results showed CcpA is an important pleiotropic regulator in *C. acetobutylicum*: *i*) activating genes in d-glucose-specific phosphotransferase system (PTS), enhancing d-glucose utilization; *ii*) mediating carbon catabolite repression on non-preferred carbon sources utilization; *iii*) regulation of acidogenesis and solventogenesis pathways; and *iv*) necessary for efficient sporulation. The study revealed novel aspects of CcpA regulatory functions in *C. acetobutylicum*, offering new targets for further engineering this solventogenic clostridia.

## Results and discussion

### Global changes of transcriptome of *C. acetobutylicum* caused by *ccpA* inactivation

Since the regulatory roles of *C. acetobutylicum* CcpA in fermenting d-glucose and d-xylose mixture (simulating lignocellulosic hydrolysates components) are of great interest, these two mono sugars were used as the carbon sources in our fermentation experiments, from which samples were taken for microarray assay. We have previously found that inactivation of the *ccpA* gene caused acids accumulation in *C. acetobutylicum*, resulting in a deficient growth [11]. Therefore, in order to create a normal growth profile for the *ccpA*-inactivated strain (824ccpA), pH was controlled (≥5.0) during the fermentation process for the 824ccpA as well as the wild type strain (824WT) (Figure 1). 

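RNA of *C. acetobutylicum* 824WT and of 824ccpA, the strain whose *ccpA* gene is inactivated, was labelled with Cy3 and hybridized to 1-color Agilent arrays at 4 phases of a fermentation of D-glucose (40 g/L) with D-xylose (20 g/L): middle exponential (M), late exponential (L), transition (T) and stationary (S). There was 1 array for each strain and phase, 8 in all, and no replicate culture. The array labels give 8, 10 and 12 h of culture for 824WT at M, L and T and repeat 12 h for S, and give 11, 14, 16 and 22 h for 824ccpA. Each probe of a named gene lay in 3 spots. The deposited signals are fluorescence intensities per spot, from which the scanner software had taken off a fitted background. Here they were put on the log2 scale, spots marked as outliers by the software were left out, the 8 arrays were quantile-normalized, as in the paper's methods, and the spots of a probe were averaged. The log2 ratio of 824ccpA over 824WT at a phase is the measure reported for each gene, and a 2-fold difference is the threshold, as in the paper. Each error after ± is a standard error over the spots of a probe. It covers technical error within 2 arrays only, so no p-value is given for a single phase. Whether a gene differed between the strains over the 4 phases was tested with limma on the 8 arrays, with the phase as a block, for the 3723 genes that had at least 2 spots well above background on 1 array or more, at a Benjamini-Hochberg adjusted p under 0.05. The samples of a strain follow one another in a fermentation, so this p does not measure the spread between cultures. On 7 arrays, 91.03% to 95.56% of the 3848 genes were well above background, and on the 824ccpA S array 75.1%. A gene that was well above background in 1 strain only is given as a bound (at least N-fold), computed from the lowest signal well above background on the dim array. The limma test takes such a signal as read. The 824WT T and S arrays lay on 1 slide and the other 6 arrays on another. The comparisons at M and L therefore lie within a slide, but there the 824WT arrays lay in row 2 and the 824ccpA arrays in row 1. Strain and row cannot be told apart at M and L, nor strain and slide at T and S. With the slide as a block beside the phase, the strain effect is therefore the mean of M and L alone, and T and S add only to its error. The median log2 ratio of all genes was -0.19 at M, -0.14 at L, -0.09 at T and -0.29 at S, and -0.40 at S when arrays were scaled by their 75th percentile. The probe of *ccpA* (CAC3037), the inactivated gene, gave log2 signals of 12.11, 12.19, 12.76 and 12.64 in 824WT at M, L, T and S, and of 13.01, 12.99, 13.03 and 13.07 in 824ccpA. The gene was interrupted by an insertion and not deleted, and where the probe lies relative to it is not given, so its signal does not check the strain labels. Lists of genes taken from the study text were chosen by the study on these same arrays and are not independent evidence.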

Microarray analysis was performed to investigate global control of gene expression by CcpA during growth on d-glucose and d-xylose at four time points, at which *A*_600_ values of the 824WT and 824ccpA were similar (Figure 1A). The time point M (middle exponential phase) and L (late exponential phase) were in acidogenic phase, while the time point T (transition phase) and S (stationary phase) were in shift phase (shifting from acidogenesis to solventogenesis) and solventogenic phase, respectively. In addition, in order to confirm whether the genes involved in carbohydrates uptake and metabolism, which were found to be repressed by CcpA, are also subject to “glucose repression” (also called Carbon Catabolite Repression, CCR), the transcriptional levels of these genes in 824WT were also investigated using microarray in the presence (time point S) and absence (time point S2 and S3) of d-glucose (Additional file 1A: Figure S1).

**Figure 1:**
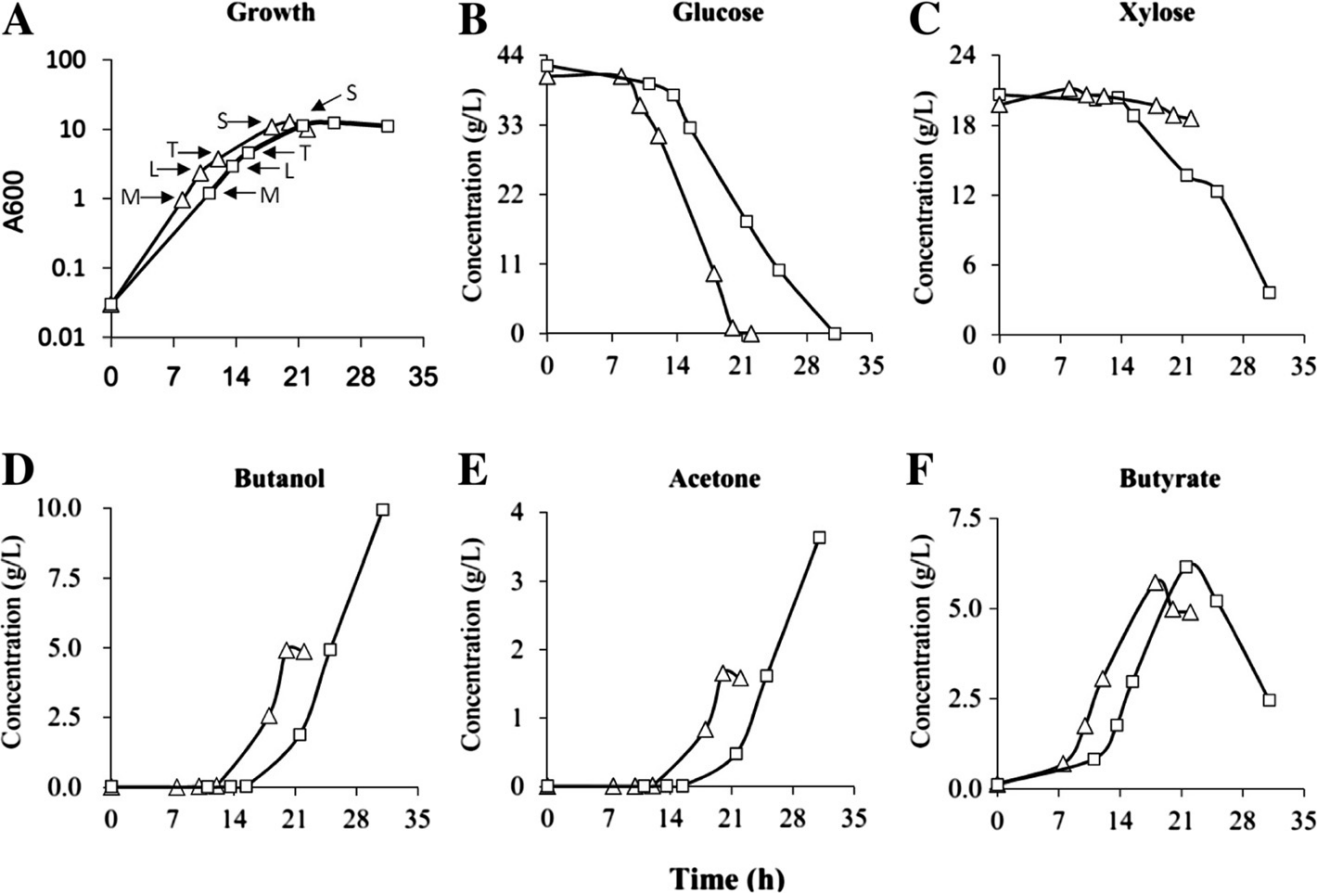
**Comparison of the growth, sugar consumption and production of solvents (butanol and acetone) and butyrate between the 824ccpA (Square) and 824WT (triangle) strains when fermentingd-glucose andd-xylose with pH control. pH value was kept over 5.0 by using 9% (w/v) aqueous ammonia.** Samples (indicated by arrows) for microarray analysis were collected in four time points: middle (M) and late (L)-exponential growth phase; transition phase (T) and stationary phase (S).

#### (a) Overview of DNA microarray analysis

Comparative transcriptomic analysis of the 824ccpA and 824WT showed that 636, 596, 608 and 936 genes were differentially expressed (change fold ≥2.0) in the phase M, L, T and S, respectively (Additional file 2: Table S1). In addition, more up-regulated genes than down-regulated genes were found throughout the phase M, L and T, while nearly equal numbers of up- and down-regulated genes identified in phase S (Table 1).

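Among genes well above background on all 8 arrays, the highest mean log2 ratio over the 4 phases was that of CAC2833, a conserved protein of the YaeG family, at 7.18 (standard error 0.25, adjusted p = 0.00047 from limma). The lowest were those of CAC2752, an uncharacterized membrane protein, at -4.84 (standard error 0.21, adjusted p = 0.0007), and CAC2688, an alpha/beta superfamily hydrolase, at -4.14 (standard error 0.13, adjusted p = 0.00039). *amyA1* (CAP0098, an alpha-amylase) was at least 274-fold higher at M and at least 479-fold at L, and its log2 ratio was 5.27 at T and 8.99 at S. CAC0624, a hypothetical protein, was not well above background in 824ccpA at any phase, and was at least 4.39-, 13.9-, 12.9- and 6.2-fold lower at M, L, T and S. At the 2-fold threshold, 686 genes differed at M, 670 at L, 638 at T and 985 at S, of 3846 to 3848 genes with a value on both arrays. The count at S was 503 after normexp background correction, where those at M, L and T were 416, 398 and 419. Among genes well above background on both arrays it was 549 of 2880 at S, beside 571 of 3461, 550 of 3497 and 556 of 3555. Over the 4 phases, limma called 259 genes higher and 333 lower in 824ccpA. With the slide as a block beside the phase, which leaves the strain effect at M and L alone, 169 were higher and 99 lower. Leaving out 1 phase at a time gave between 140 and 387 higher genes and between 82 and 406 lower ones, the lowest counts without L and the highest without S.

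**Figure D1:**
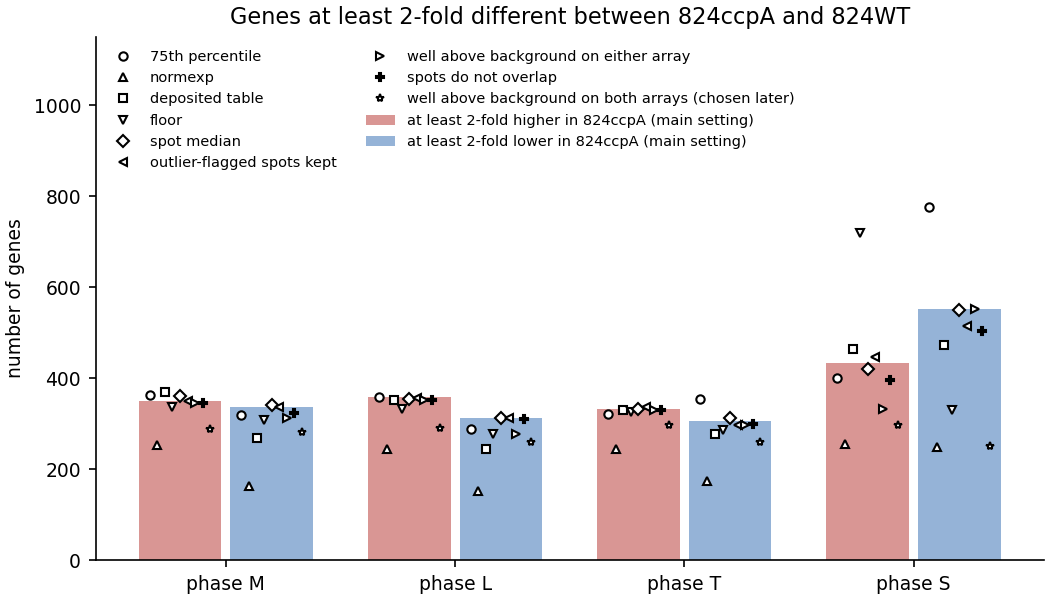
Number of genes at least 2-fold higher or lower in 824ccpA than in 824WT at each phase (vertical axis, genes), as bars for the main processing and points for the alternatives. The bars for S, 433 higher and 552 lower, are the tallest of the 4 phases.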

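Genes higher in 824ccpA numbered 350 at M, 358 at L, 332 at T and 433 at S, and genes lower in 824ccpA 336, 312, 306 and 552, so that 51%, 53.4%, 52% and 44% of the genes past the threshold were higher. Among genes lower throughout, CAC2688, an alpha/beta hydrolase, had log2 ratios of -4.15 ± 0.08, -4.35 ± 0.03, -3.93 ± 0.09 and -4.13 ± 0.04. CAC0843, a secreted ribonuclease related to barnase, had -2.67 ± 0.05, -2.21 ± 0.03, -2.30 ± 0.04 and -3.87 ± 0.03. CAC3672, the binding protein of a sugar ABC transporter, was higher throughout, at 6.61 ± 0.06, 6.25 ± 0.13, 5.56 ± 0.09 and 6.80 ± 0.04. Past the threshold in all 4 phases were 145 genes on the higher side and 77 on the lower side. Genes past it in a single phase were more often lower (597) than higher (360), signals not well above background included. Of the 12 genes of the fatty acid synthesis cluster, none passed 2-fold at M, L or T, and 11 were at least 2-fold lower at S, where their median log2 ratio was -1.20. CAC3578, the member farthest from 1 at S among those named here, was at -1.46 ± 0.04, which is 2.74-fold lower. None of the 12 passed the test over the 4 phases. The split at S depended on dim signals and on the processing. Among genes well above background on both arrays, 298 were higher and 251 lower at S. That is 54.3% higher, beside 50.6%, 52.9% and 53.4% at M, L and T. This filter also leaves out genes that were turned down to background in a strain. At S, 34% of the genes past the threshold were higher after scaling by the 75th percentile. It was 68.4% after each array's values below its lowest well-above-background signal were raised to it. That lowest signal was 5.8 (log2) on the 824ccpA S array and 2.2 on the 824WT S array. Raising therefore lifts dim genes farther in 824ccpA, and the 68.4% is no estimate of the split. At M, 61.1% were higher after normexp correction, against 51% above.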

**Table 1:** **Numbers of genes (with known or predicted functions) that exhibited significant up- or down-regulation after inactivation of *ccpA***

**Function category**	**No. of genes affected by *ccpA *inactivation**							
	**M (Middle exponential phase)**		**L (Late exponential phase)**		**T (Transition phase)**		**S (Stationary phase)**	
	**Up-regulation**	**Down-regulation**	**Up-regulation**	**Down-regulation**	**Up-regulation**	**Down-regulation**	**Up-regulation**	**Down-regulation**
G. Carbohydrate transport and metabolism	96	9	96	10	84	10	103	9
E. Amino acid transport and metabolism	38	28	9	38	31	52	42	18
H. Coenzyme transport and metabolism	21	12	10	11	16	9	22	22
R. General function prediction only	20	19	20	24	24	23	24	36
K. Transcription	19	13	20	13	22	13	25	22
F. Nucleotide transport and metabolism	14	4	14	1	13	3	11	7
T. Signal transduction mechanisms	11	15	12	7	11	19	19	10
C. Energy production and conversion	10	22	5	15	9	11	16	12
I. Lipid transport and metabolism	9	3	9	3	9	2	11	14
O. Posttranslational modification, protein turnover, chaperones	9	10	2	17	5	16	7	8
N. Cell mobility	8	12	11	4	7	12	14	3
M. Cell wall/membrane biogenesis	8	16	10	10	9	20	13	35
P. Inorganic ion transport and metabolism	8	22	5	25	11	17	25	18
J. Translation	6	5	10	3	5	3	6	38
L. Replication, recombination and repair	5	2	9	1	3	0	4	12
Q. Secondary metabolites biosynthesis, transport and catabolism	4	1	3	1	3	1	3	6
V. Defense mechanisms	2	3	2	1	4	2	5	7
D. Cell cycle control, mitosis and meiosis	1	1	2	1	1	1	2	4
U. Intracellular trafficking and secretion	1	0	1	0	2	0	4	4
S. Function unknown	11	22	12	21	13	20	18	37
Not in COGs	93	57	115	46	75	50	124	149
Total	370	266	352	244	330	278	465	471

The differentially expressed genes could be grouped into 19 subsets with known or predicted functions (Table 1). The majority of these genes are related to core metabolism (subset C, E, F, G, and H) (Table 1). The genes (in category G) responsible for carbohydrate transport and metabolism account for a large percentage of total genes with differential expression, occupying 16.5%, 17.8%, 15.5% and 12.0% in phase M, L, T and S, respectively (Table 1).

#### (b) qRT-PCR validation for microarray quality

A subset of 15 genes was selected for qRT-PCR validation. Among these genes, 9 (*xylT, xylB, tkt1, abrB1941, bukII,* CAC3319*, lacR, araD and ptk*) were found to be up-regulated according to the microarray data, 5 (*abrB3647,* CAC1653, *ctfB, glcG*, and *abrB310*) were down-regulated, and the gene *cysC* was down-regulated in the middle exponential phase and up-regulated in the transition phase instead. 

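For *xylT* (CAC1345), the symporter gene also called *araE2*, the array ratio at S was 171, and the paper's qRT-PCR ratio is 326.54 ± 176.86 (SD of 2 cultures). For *xylB* (CAC2612, xylulose kinase) the array ratio at M was 25.7, and the paper's qRT-PCR value is 20.4 ± 4.0. For *abrB310* (CAC0310) the array gave a 7.05-fold lower signal at M, and the paper's qRT-PCR ratio is 0.62 ± 0.08. The ratio of *cysC* (CAC0103, adenylylsulfate kinase) was 4.47-fold lower at M and 182 at S on the array, beside the paper's qRT-PCR ratios of 0.04 ± 0.01 and 49.14 ± 41.18. Of the 15 genes measured by qRT-PCR, 13 have a named probe here, *bukII* (CAC1660) and *glcG* (CAC0570) having none. Across these 13 genes, Pearson's r between the array log2 ratio and the published qRT-PCR log2 ratio was 0.882 at M and 0.889 at S, and Spearman's rho 0.907 and 0.885. Both relations computed are given. Genes are not independent replicates, so no p-value is attached. The direction was the same for 12 of 13 genes at each phase. The exception at M was *ptk* (CAC1343), whose signal was not well above background in either strain, and at S *ctfB* (CAP0164). Leaving out the pair of genes farthest from the median of the array ratio gave r = 0.885 at M (without *xylT* and *abrB310*) and 0.755 at S (without *cysC* and *xylT*). *lacR* (CAC2966), which was not well above background in 824WT at any phase, and *ptk* enter with ratios that rest on dim signals. So do *xylT* at M, *abrB1941* (CAC1941) at M and S, and CAC1653 at S, where the signal of a strain was not well above background. These ratios count toward r and toward the number of genes with the same direction. Of the genes in Table 2, limma called 5 higher and 3 lower among the 12 tested over the 4 phases, or 7 and 4 when adjusted over the list alone, and 4 and 3 with the slide as a block. The median log2 ratio of the 13 genes was 1.11 at M, 0.27 at L, 0.88 at T and 1.37 at S. After normexp correction it was 0.14, 0.15, 0.28 and 0.35.

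**Figure D2:**
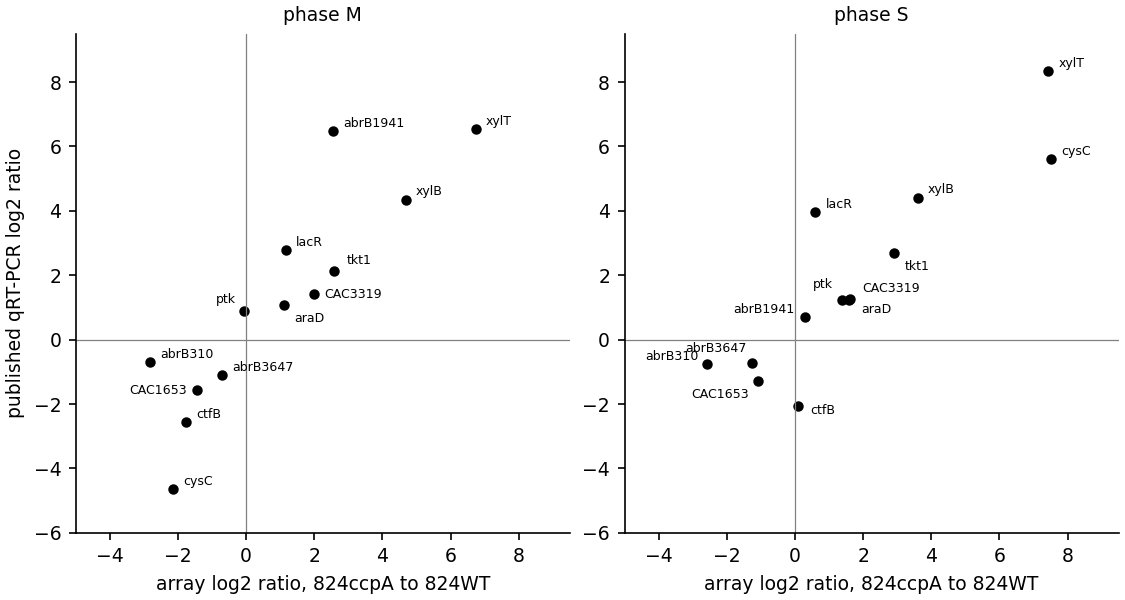
Array log2 ratio of 824ccpA over 824WT (one axis) against the qRT-PCR log2 ratio published in Table 2 (other axis) for 13 genes at M and S. Points near the diagonal have like ratios in both, and r across genes is 0.882 at M and 0.889 at S.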

An obvious positive correlation can be detected between qRT-PCR and microarray results for these genes (Table 2), suggesting a good quality of microarray data.

**Table 2:** **Correlation between microarray and qRT-PCR**^**†**^**results**

**Gene locus**	**Gene name**	**Function of gene product**	**Change fold (824ccpA/824WT)**			
			**Middle exponential phase (M)**		**Stationary phase (S)**	
			**Microarray**	qRT-PCR*	**Microarray**	qRT-PCR*
CAC1345	*xylT*	l-arabinose-proton symporter	71.6	92.52 ± 2.55	147.39	326.54 ± 176.86
CAC2612	*xylB*	Xylulose kinase	26.9	20.4 ± 4.00	17.9	21.21 ± 0.02
CAC1348	*tkt1*	Transketolase	5.6	4.42 ± 0.23	7.9	6.4 ± 0.21
CAC1941	*abrB1941*	Stationary/sporulation gene regulator	5.1	89.17 ± 7.31	1.62	1.62 ± 0.30
CAC1660	*bukII*	Butyrate kinase II	4.3	7.03 ± 2.02	5.2	10.79 ± 0.04
CAC3319	*-*	Signal transduction histidine kinase	3.95	2.7 ± 1.01	3.43	2.41 ± 0.30
CAC2966	*lacR*	Lactose phosphotransferase system repressor	1.95	6.88 ± 1.43	1.13	15.49 ± 5.61
CAC3647	*abrB3647*	Stationary/sporulation gene regulator	0.67	0.47 ± 0.05	0.48	0.61 ± 0.11
CAC1653	*-*	Cell wall biosynthesis glycosyltransferase	0.43	0.34 ± 0.10	0.56	0.41 ± 0.11
CAP0164	*ctfB*	Butyrate-acetoacetate COA-transferase subunit B	0.27	0.17 ± 0.01	1.00^§^	0.24 ± 0.06
CAC0103	*cysC*	Adenylylsulfate kinase	0.25	0.04 ± 0.01	182	49.14 ± 41.18
CAC0570	*glcG*	PTS enzyme II, ABC component	0.16	0.05 ± 0.02	0.19	0.34 ± 0.14
CAC0310	*abrB310*	Stationary/sporulation gene regulator	0.14	0.62 ± 0.08	0.18	0.59 ± 0.22
CAC1341	*araD*	l-ribulose-5-phosphate 4-epimerase	2.29	2.11 ± 0.50	5.81	2.33 ± 1.80
CAC1343	*ptk*	Phosphoketolase	1.12	1.84 ± 0.59	2.87	2.35 ± 0.71

^†^The wild-type (824WT) and *ccpA*-inactivated mutant strain (824ccpA) were cultured in P2 medium using 40 g/L d-glucose and 20 g/L d-xylose as the carbon sources. Cells were harvested at middle exponential phase (A_600_ ≈ 1.0) and early stationary phase (A_600_ ≈ 12.0).

^*^ The data were mean ± standard deviation (SD) of two independent biological replicates.

^§^ The microarray result of the *ctfB* gene at S phase was inaccurate because its expression level exceeded the detection upper limit.

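On the S arrays the subunits of the CoA transferase, *ctfA* (CAP0163) and *ctfB* (CAP0164), were the brightest and the second brightest gene of both strains. Normalized log2 signals of *ctfB* at S were 17.57 in 824WT and 17.64 in 824ccpA, a log2 ratio of 0.08 ± 0.07. Scaled by the 75th percentile in place of quantile normalization, which gives genes of the same rank nearly the same value, they were 18.25 and 18.18. No spot on any of the 8 arrays was marked as saturated by the scanner software.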

### Prediction of CcpA binding sites based on microarray data

It has been known that CcpA can directly regulate its target genes by binding to the CRE sites [27-29]. Here, such a CRE motif (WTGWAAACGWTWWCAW) was retrieved for the up-regulated genes after *ccpA* inactivation in *C. acetobutylicum* by using Gibbs Motif Sampler program [30]. The putative CRE motif of *C. acetobutylicum* showed high similarity (*p*-value =4.09 × 10^-8^) to the previously identified *B. subtilis* CRE motif according to the motif comparison utility TOMTOM [3], indicating that these CRE sequences are reliable. 

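CAC1653, a predicted glycosyltransferase, was lower in 824ccpA in all 4 phases, with log2 ratios of -1.44 ± 0.11 at M, -1.33 ± 0.07 at L and -1.45 ± 0.07 at T, and at least 1.7-fold lower at S. The paper lists 2 CRE sites for it. CAC0843, the barnase-like ribonuclease gene, with a mean log2 ratio of -2.76 over the 4 phases (standard error 0.31, adjusted p = 0.0056 from limma), has 1 listed site. Of the 76 named genes at least 2-fold lower in all 4 phases, 8 have a listed site, beside 8.87% of all 3798 named genes. Of the genes with a listed site, 5.93% were at least 2-fold lower at M, 4.45% at L, 5.04% at T and 8.31% at S, and of the genes without one 9.02%, 8.44%, 8.15% and 15%. For the 126 genes with an upstream site the shares that were lower were 15.1%, 9.52%, 11.1% and 15.9%. These shares are not independent of the arrays, because the paper removed sites within the ORF of genes that CcpA activated.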

In the contrary, despite that some down-regulated genes were found to harbor putative CRE sites (Addition file 3), no such a conserved motif can be retrieved from the promoter sequences of these genes, thus indicating that the CcpA-binding sites of most of the down-regulated genes are atypical or they might be indirectly regulated by CcpA.

Next, we adopted HMM (Hidden Markov Model) [31], which was built based on the above CRE sequences, to search all potential CcpA-binding CRE sites in *C. acetobutylicum*. The bit score assigned by HmmSearch program reflects the similarity of a sequence match to a profile Hidden Markov Model [32]. The result (Additional file 3: Table S2) showed that 148 and 224 putative CRE sites were detected upstream of the Open Reading Frame (ORF) and within ORF region, respectively. 

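*amyA1* (CAP0098) has 2 listed sites, both within its ORF. CAC2835, a gluconate permease gene with a mean log2 ratio of 6.76 over the 4 phases (standard error 0.40, adjusted p = 0.00097 from limma), has 1, and CAC3671 has 1. CAC2688 and CAC2752, among the genes with the lowest ratios, have none. The 372 listed sites belong to 345 loci, of which 337 have a named probe. Of these 337 genes, 26.7% (95% Clopper-Pearson interval 22.1% to 31.8%) were at least 2-fold higher in 824ccpA at M, 27.9% (23.2% to 33%) at L, 24.3% (19.8% to 29.3%) at T and 27.6% (22.9% to 32.7%) at S. Of the 3459 to 3461 genes without a site, 7.23%, 7.4%, 6.96% and 9.54% were. Restricted to upstream sites, the shares were 31.7%, 32.5%, 29.4% and 35.7%. Among the 138 named genes at least 2-fold higher in all 4 phases, 64 (46.4%) have a site. The intervals cover counting error only. The site model was trained on genes that were higher in 824ccpA on these arrays, and sites slightly under the score limit were kept where the gene had changed, so the shares are not independent evidence of binding.

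**Figure D3:**
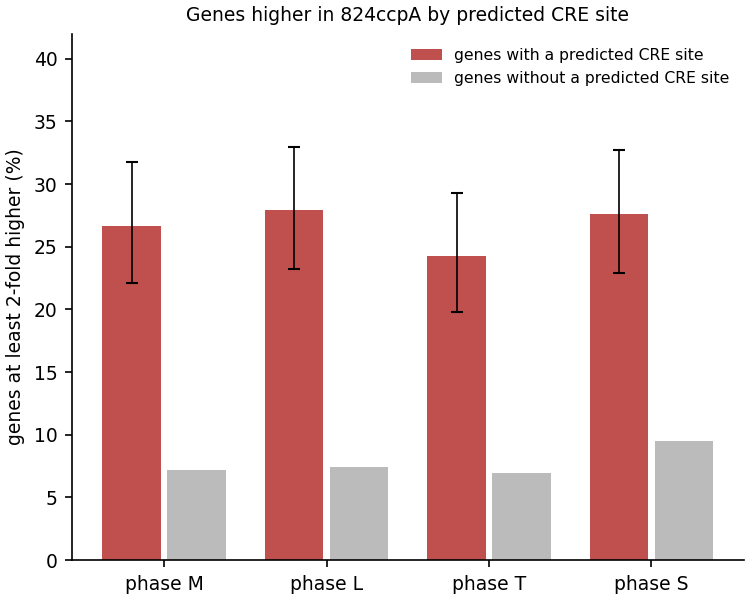
Share of genes at least 2-fold higher in 824ccpA (vertical axis, percent) at each phase, for genes with and without a listed CRE site, with 95% confidence intervals. The shares are 24.3% to 27.9% with a site and 6.96% to 9.54% without.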

The consensus motif of these CRE sites was visualized in Figure 2.

**Figure 2:**
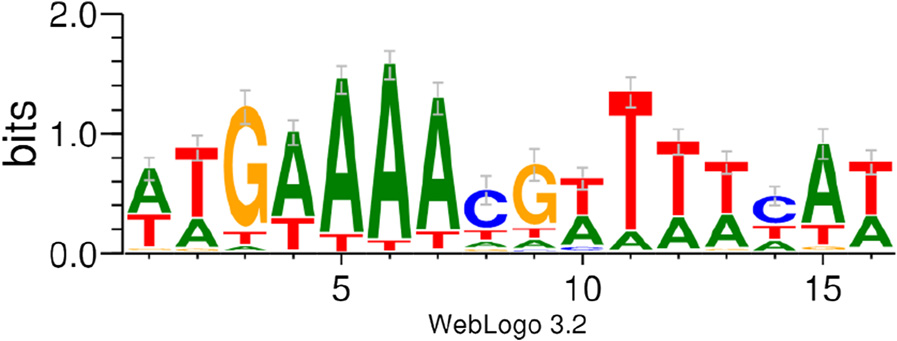
**Visualization of *C. acetobutylicum *CRE site consensus.** The consensus sequence was generated from all of the predicted CRE sites.

### Effect of CcpA on carbohydrates uptake and metabolism

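Among the genes of sugar uptake, CAC3670, a sugar permease gene next to CAC3671, was at least 94-fold higher in 824ccpA at M, at least 71.3-fold at L and at least 173-fold at S, and its log2 ratio at T was 5.37 ± 0.08. CAC3451, a sugar and sodium or proton symporter gene, had log2 ratios of 5.73 ± 0.10, 6.72 ± 0.06, 3.70 ± 0.04 and 6.98 ± 0.06 at M, L, T and S. Its neighbour CAC3452, a beta-xylosidase gene, had 5.37 ± 0.05, 6.56 ± 0.03, 3.66 ± 0.02 and 7.21 ± 0.04. The 5 glycerol use genes CAC1319 to CAC1323 were all higher over the 4 phases (5 when adjusted over the list alone, and 5 with the slide as a block or without any 1 phase). CAC1319, the glycerol uptake facilitator gene, had a mean log2 ratio of 5.66 (standard error 0.23, adjusted p = 0.00057 from limma), and CAC1321, the glycerol kinase gene, 5.44 (standard error 0.14, adjusted p = 0.00038). Over the 5 the median log2 ratio was 3.52 at M, 3.91 at L, 3.79 at T and 2.93 at S. With normexp correction the values were 2.70, 3.04, 2.73 and 2.24. The list of glycerol genes was written from background knowledge and not from the study text. Figure 3 of the paper, a scheme based on these arrays, already includes the uptake facilitator, the kinase and a glycerol-3-phosphate dehydrogenase.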

Large number of genes, involved in carbohydrate uptake and catabolism, were affected by *ccpA* inactivation in *C. acetobutylicum* (Table 1). A total of 119 genes exhibited significant (change fold ≥2.0) alterations in expression levels, of which 108 were up-regulated and 11 were down-regulated (Additional file 4: Table S3 and Additional file 5: Table S4). Expressional levels of most of the CcpA-repressed genes (98 genes) in the 824WT were up-regulated when d-glucose was depleted from the glucose-xylose mixture (Additional file 1: Figure S1), indicating that CcpA did mediate carbon catabolite repression (CCR) on these 98 genes. The majority (70%) of the CcpA-repressed genes or operons (namely those showed up-regulation after *ccpA* inactivation by microarray analysis) harbored CRE sites in their upstream or ORF regions (Additional file 4: Table S3), which is consistent with the previous observations in *Bacillus* and *Lactobacillus species*[28,33,34].

#### (a) PTS sugar transport and metabolism

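The mannose-family PTS genes CAP0066, CAP0067 and CAP0068 had log2 ratios of 5.02 ± 0.07, 4.91 ± 0.06 and 5.20 ± 0.06 at M, and of 2.04 ± 0.08, 2.39 ± 0.03 and 1.92 ± 0.04 at T. Their mean log2 ratios over the 4 phases were 4.26, 4.26 and 4.28 (adjusted p = 0.012, 0.0084 and 0.013 from limma). CAC1407, a component for beta-glucosides, was at least 29.9-fold higher at M, at least 18.7-fold at L and at least 37.7-fold at S, since its signal in 824WT was not well above background there, and 13.7-fold higher at T. Of the 16 genes annotated as PTS components outside the glucose PTS, all were at least 2-fold higher at M and at L, 10 at T (where 1 was at least 2-fold lower) and 13 at S. Their median log2 ratio was 3.45 at M, 3.61 at L, 1.55 at T and 3.98 at S, with a range from -1.72 to 3.78 at T. Normexp correction gave 2.47, 2.66 and 2.18 at M, L and S. Over the 4 phases, limma called 12 of the 16 higher and none lower (13 when adjusted over the list alone), 11 with the slide as a block and 5 without M. Product names were available for part of the genes only, so the list may lack members.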

Microarray results showed that many genes responsible for typical PTS transporters and enzymes catalyzing metabolism of non-glucose carbohydrates, such as fructose, mannose, cellobiose, galactose, lactose [35], sucrose [36], maltose and mannitol, exhibited higher expression in the 824ccpA compared to the 824WT (Additional file 4 and Figure 3). Since most of these genes or operons were predicted to harbor CcpA-binding sites (CRE sites) in the promoters or ORF regions (Additional file 4), it seems that CcpA can directly repress them through binding to these CRE sites. Among these genes, CAC3425 and CAC3427 may deserve some attention. Although these two genes have been annotated as glucose-specific PTS components in the previous studies [37-39], they might be involved in transporting other PTS sugars because: *i*) these two genes were subject to CcpA-mediated glucose repression (Additional file 1), indicating that they unlikely act as glucose-specific PTS components; *ii*) according to the genome context analysis [40,41], they are included in one operon in combination with *pagL* (CAC3426, encoding 6-phospho-alpha-glucosidase), which could not be induced by d-glucose [42].

**Figure 3:**
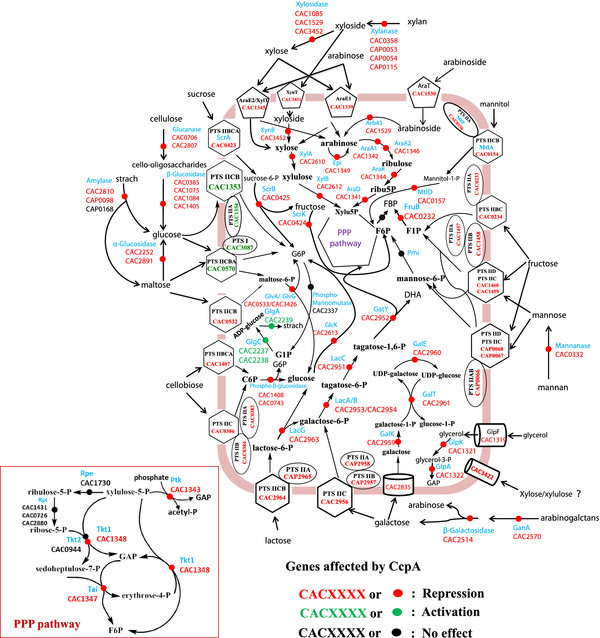
**Schematic of gene targets, related to carbohydrates utilization or synthesis pathways, regulated by CcpA based on the microarray analysis.** Abbreviations are as follows: XynT, sugar/Na^+^(H^+^) simporter; AraE1/AraE2/XylT, sugar-proton symporter; XylA, xylose isomerase [43]; XynB, Beta-xylosidase; XylB, xylulose kinase; Tkt1/Tkt2, transketolase; Tal, transaldolase; AraA1/AraA2, L-arabinose isomerase; AraK, ribulokinase [44]; AraD, L-Ribulose-5-phosphate 4-epimerase; ScrA, beta-glucosides specific PTS IIBCA component; ScrB, sucrase-6-phosphate hydrolase; ScrK, fructokinase; MltF, mannitol-specific PTS IIA component; MtlA, mannitol-specific PTS IIBC component; MtlD, mannitol-1-phosphate 5-dehydrogenase; FruB, 1-phosphofructokinase; Pmi, phosphomannose isomerase; GlvA, maltose-6-phosphate glucosidase; GlgC, glucose-1-phosphate adenylyltransferase; GlgA, starch synthase; LacG, 6-phospho-beta-galactosidase; LacA, galactose-6-phosphate isomerase subunit A; LacB, galactose-6-phosphate isomerase subunit B; LacC, tagatose-6-phosphate kinase; GatY, tagatose-bisphosphate aldolase; GalK, galactokinase; GalT, galactose-1-phosphate uridylyltransferase; GalE, UDP-galactose 4-epimerase; GlpK, glycerol kinase; GlpA, glycerol-3-phosphate dehydrogenase; GanA, arabinogalactan endo-1,4-beta-galactosidase; GlpF, glycerol uptake facilitator protein; GlcK, glucokinase; GlvG, 6-phospho-alpha-glucosidase; GlgC, glucose 1-phosphate adenylyltransferase; GlgA, glycogen synthase; AraT , arabinosides-proton symporter [44]; Arb43, Alpha-L-arabinofuranosidase II precursor [44]; Ptk, phosphoketolase; Rpi, ribose 5-phosphate isomerase; Rpe, aldose-1-epimerase; Epi, arabinose mutarotase; GAP, glyceraldehyde 3-phosphate; F1P, fructose 1-phosphate; F6P, fructose 6-phosphate; FBP, fructose 1,6-biphosphate; G6P, glucose 6-phosphate; G1P, glucose 1-phosphate; C6P, cellobiose 6-phosphate; Xylu5P, xylulose 5-phosphate; DHA, dihydroxyacetone.

In addition, a CRE site was found in the ORF region of CAC1454 (Additional file 4), which is a histidine kinase-encoding gene embraced in a transcription unit CAC1453-CAC1454-CAC1455-CAC1456. 

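CAC1454, the histidine kinase gene, had log2 ratios of 1.87 ± 0.09 at M, 2.23 ± 0.13 at L, 2.00 ± 0.10 at T and 2.19 ± 0.16 at S, that is 3.65-, 4.68-, 4- and 4.55-fold higher in 824ccpA. CAC1453, a sugar-binding protein gene, was 3.17-fold higher at M, 4.39-fold at L, 3.79-fold at T and 3.59-fold at S. CAC1456, a further binding protein gene, reached 3.02-fold at L (log2 ratio 1.60 ± 0.03). CAC1455, the response regulator gene of the unit, was 2.08-fold higher at L and 1.42- to 1.74-fold at the other phases, with an error of 0.46 at S. All 4 genes were higher over the 4 phases (4 when adjusted over the list alone), at adjusted p = 0.0011 for CAC1454 and 0.032 for CAC1455 from limma. With the slide as a block 2 passed, CAC1453 and CAC1454, and without M, L or T 3 did. For the unit the median log2 ratio was 1.33 at M, 1.86 at L, 1.45 at T and 1.57 at S.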

Within this unit: gene CAC1453, which was up-regulated after *ccpA* inactivation (Additional file 4), is annotated as a periplasmic ribose-binding component of ABC transporter in the GenBank sequence database provided by the National Center for Biotechnology Information (NCBI), whereas annotated as a periplasmic fructose-binding protein in database SEED ( http://theseed.uchicago.edu/FIG/index.cgi) [45]; gene CAC1455, encoding a periplasmic fructose-binding protein component of signal transduction system LevQ (from SEED database), was also found to be related to fructose utilization [46]. Therefore, this gene cluster is likely responsible for fructose metabolism.

In contrast, gene *glcG* (CAC0570), CAC1353 and CAC1354, encoding d-glucose PTS enzyme II components, were all significantly down-regulated after *ccpA* inactivation (Additional file 5: Table S4 and Figure 3). This observation suggested that CcpA may be necessary for the efficient expression of d-glucose PTS genes in *C. acetobutylicum*. It should be noted that the importance of gene *glcG* in d-glucose uptake has been previously described [47]. 

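CAC1353, which encodes a PTS enzyme IIC component, was 13.5-fold lower in 824ccpA at M (log2 ratio -3.76 ± 0.08), 13.2-fold at L, 9.14-fold at T and 5.35-fold at S. Its mean log2 ratio was -3.27 (standard error 0.26, adjusted p = 0.0021 from limma). CAC1354, encoding the IIA component, was 4.12-fold lower at M and 2.21-fold at L, and 1.5- and 1.33-fold lower at T and S. Its mean log2 ratio of -1.04 (standard error 0.30) had an adjusted p of 0.075. *glcG* (CAC0570) has no named probe in the scanner files. The paper's fold values for it are 0.155, 0.195, 0.114 and 0.187 at M, L, T and S.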

Our previous study also showed that its inactivation has potential value of alleviating glucose repression on non-preferable sugars metabolism [48]. Besides, the gene *ptsI* (CAC3087), encoding phosphoenolpyruvate-protein kinase (PTS enzyme I), was also significantly down-regulated here (Additional file 5 and Figure 3). Therefore, the down-regulation of *glcG*, CAC1353-1354 and *ptsI* might be responsible for the slower d-glucose consumption rate of the 824ccpA compared to the 824WT (Figure 1B and Figure 4), thus resulting in alleviation of glucose repression on non-preferable sugars [48,49]. In addition, a CRE site was found in the intergenic region of CAC1353 and CAC1354, two divergently transcribed genes, whereas no such sites were found for gene *glcG* and *ptsI* (Additional file 5). 

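*ptsI* (CAC3087) had log2 ratios of -1.63 ± 0.14 at M, -0.59 ± 0.08 at L, -2.89 ± 0.03 at T and -2.33 ± 0.04 at S, which is 3.09-, 1.51-, 7.41- and 5.04-fold lower in 824ccpA. Its adjusted p over the 4 phases was 0.034 (limma), and 0.13 with the slide as a block. For *ptsI*, CAC1353 and CAC1354 together, the median log2 ratio was -2.04 at M, -1.14 at L, -2.89 at T and -2.33 at S. Over the 4 phases 2 of the 3 were lower (3 when adjusted over the list alone), 1 with the slide as a block, and 1 without M, T or S.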

The results indicated that CcpA might directly regulate either CAC1353 or CAC1354 or both, but affect the expression of *glcG* and *ptsI* indirectly or through binding to atypical CRE sites.

**Figure 4:**
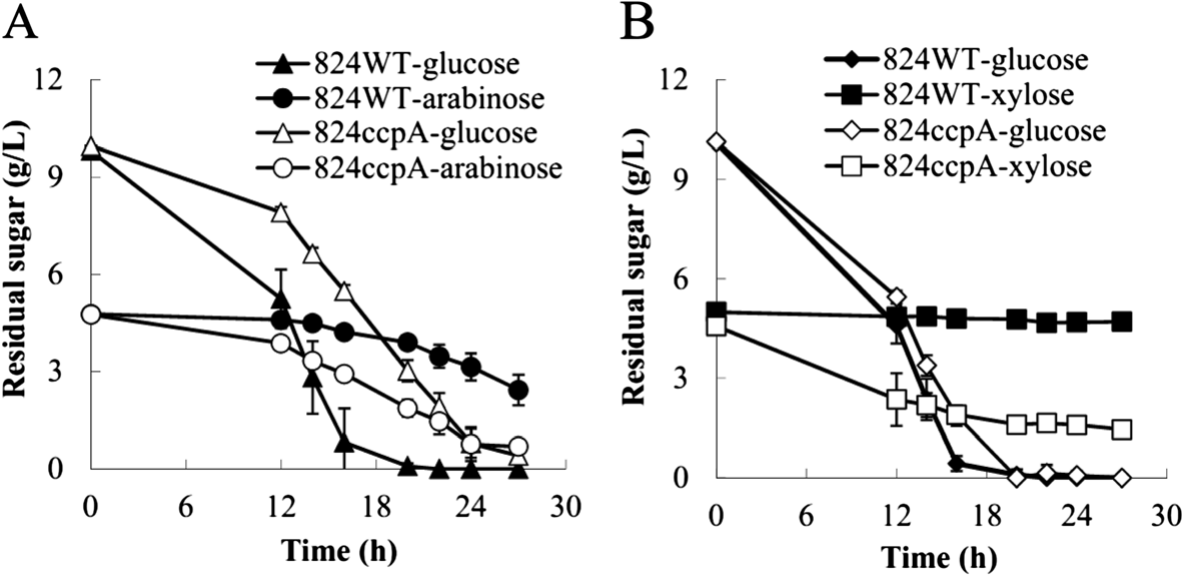
**Comparison of sugar consumption between the 824WT and 824ccpA strain in fermenting mixed sugars (A,d-glucose andl-arabinose; B,d-glucose andd-xylose).**

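CAC0708, the regulator gene in front of the glycolytic genes, had log2 ratios of -0.39 ± 0.16 at M, -0.31 ± 0.07 at L, -0.39 ± 0.07 at T and 0.06 ± 0.07 at S, all within 1.31-fold. Its mean log2 ratio was -0.26 (standard error 0.14, adjusted p = 0.26 from limma), and it passed the threshold under none of the alternatives run. The 5 genes downstream (CAC0709 to CAC0713) have no named probe in the scanner files, so no value is given for them.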

The *cggR* operon-like gene cluster CAC0708-*gapCpgktpiApgmeno* (CAC0708-0713), which is highly similar to the *B. subtilis cggR* operon (*cggRgapApgktpiApgm*) and encodes several key enzymes for glycolysis [6,50], did not exhibit obvious difference in the transcriptional change between the 824ccpA and 824WT (Additional file 2). This result is quite different to what has been found in *B. subtilis*, in which all these genes were activated by CcpA. In addition, gene CAC2018, encoding an aldehyde: ferredoxin oxidoreductase for catalyzing the conversion from glyceraldehyde-3-phosphate to glycerate-3-phosphate, was the only glycolysis-related gene which exhibited significant up-regulation after *ccpA* inactivation (Additional file 4), however, no typical CRE site could be found in either the upstream region or the ORF of CAC2018.

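CAC2018 was 4.3-fold higher in 824ccpA at M (log2 ratio 2.11 ± 0.12), 4.72-fold at L (2.24 ± 0.08), 3.11-fold at T (1.64 ± 0.11) and 2.41-fold at S (1.27 ± 0.11). Its mean log2 ratio over the 4 phases was 1.81 (standard error 0.20, adjusted p = 0.0056 from limma), and it passed the test without any 1 of the phases as well as with the slide as a block. The other 4 glycolytic loci set beside it, CAC2680, CAC0517, CAC0518 and CAC0827, have no named probe.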

#### (b) Polysaccharides metabolism

The expression of the putative granulose-synthetic gene cluster CAC2237-CAC2240 (CAC2237: *glgC*, encoding glucose-1-phosphate adenylyltransferase; CAC2238: *glgC*, encoding ADP-glucose pyrophosphorylase; CAC2239: *glgA*, encoding glycogen synthase; CAC2240, encoding cyclomaltodextrin glucanotransferase domain-containing protein) [51] was significantly down-regulated by *ccpA* inactivation (Additional file 5 and Figure 3), however, no putative CRE sites can be found in its upstream region. 

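*glgC* (CAC2237) was 2.58-fold lower in 824ccpA at M (log2 ratio -1.37 ± 0.11), 3.06-fold at L, 2.71-fold at T and at least 2.77-fold at S. CAC2238 was 2.23-fold lower at M, 3.27-fold at L, 2.89-fold at T and at least 3.44-fold at S. *glgA* (CAC2239) was 1.88-fold lower at M, below the threshold there, 2.88-fold at L, 2.47-fold at T and at least 2.57-fold at S. CAC2240 was 2.38-, 2.71- and 2.97-fold lower at M, L and T, and at least 2.36-fold at S. At S no gene of the cluster was well above background in 824ccpA. All 4 were lower over the 4 phases (4 when adjusted over the list alone, and 4 without any 1 of the phases), with adjusted p between 0.003 and 0.0068 from limma. With the slide as a block *glgA* did not pass. The median log2 ratio of the cluster was -1.20 at M, -1.57 at L, -1.48 at T and -1.86 at S, -0.70, -0.98, -0.86 and -0.90 after normexp correction, or -1.42 at S with the signals under the lowest well-above-background signal raised to it.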

On the contrary, several genes responsible for starch degradation exhibited significant up-regulation after *ccpA* inactivation: an α-amylase gene *amyA1* (CAP0098), two α-glucosidase genes (CAC2252, CAC2891) and a possible glucoamylase gene (CAC2810) (Additional file 4 and Figure 3). These four genes all have putative CRE sites (Additional file 4) in their upstream regions or ORFs, suggesting that CcpA might regulate them directly. 

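*amyA1* (CAP0098) was at least 274-fold higher in 824ccpA at M, at least 479-fold at L, 38.5-fold at T (log2 ratio 5.27 ± 0.03) and 510-fold at S (8.99 ± 0.03). The alpha-glucosidase gene CAC2252 was at least 12.2-fold higher at M, at least 26.5-fold at L, 13.9-fold at T and 333-fold at S (8.38 ± 0.09). CAC2891, the other alpha-glucosidase gene, was 3.48-, 7.51-, 3.19- and 9.3-fold higher. The glucoamylase gene CAC2810 was 12.8-, 28-, 8.64- and 84.9-fold higher. At M and L, *amyA1* and CAC2252 were not well above background in 824WT. All 4 passed the test over the 4 phases, with an adjusted p of 0.011 for CAC2252 (limma) and mean log2 ratios of 2.40 for CAC2891 (adjusted p = 0.0088) and 4.50 for CAC2810 (adjusted p = 0.0075). With *amyA2* (CAP0168) the list holds 5 genes, of which 4 were also higher when adjusted over the list alone. With the slide as a block *amyA1* alone passed, and without L 2 genes did.

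**Figure D4:**
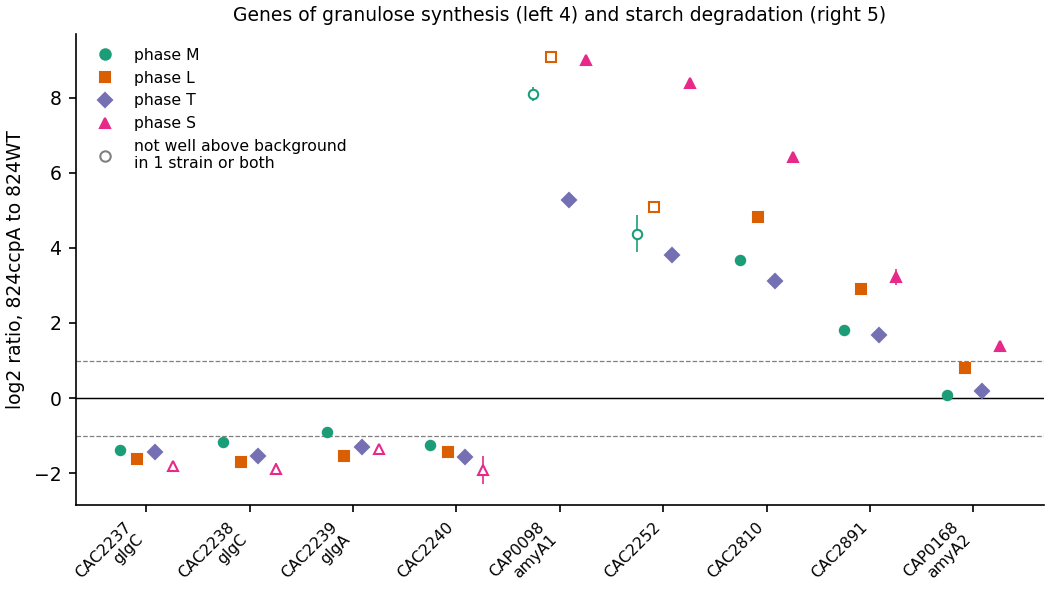
Log2 ratio of 824ccpA over 824WT (vertical axis) at M, L, T and S for the granulose synthesis and starch degradation genes, with the standard error over spots. Open markers stand for genes not well above background in 1 strain or both. The granulose genes lie below 0 and the starch genes above 0 in every phase.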

As to another starch-degrading gene *amyA2* (CAP0168), no obvious changes were found in the expression level at the first three phases, and only a 2.8-fold increase occurred at S phase (Additional file 2), which was much lower than fold-changes of other starch-degrading genes. 

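The log2 ratio of *amyA2* (CAP0168) was 0.07 ± 0.13 at M, 0.81 ± 0.08 at L, 0.18 ± 0.08 at T and 1.39 ± 0.07 at S, the last 2.61-fold higher in 824ccpA. It did not pass the test over the 4 phases (mean log2 ratio 0.61, standard error 0.26, adjusted p = 0.16 from limma). The median of all 5 starch genes, *amyA2* included, was 3.68 at M, 4.81 at L, 3.11 at T and 6.41 at S. It was 1.51, 2.53, 2.57 and 5.34 after normexp correction.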

Considering that no potential CRE site can be found upstream of the *amyA2* gene, and the fact that gene *amyA2* showed no obvious change in transcriptional level when cells were cultivated with and without starch [37] and *amyA2*-encoded α-amylase could be readily purified from the cells grown on d-glucose [52], this gene is unlikely subject to CcpA-dependent glucose repression in *C. acetobutylicum*. It should be noted here that *amyA1* and *amyA2* likely act as the major genes responsible for starch degradation in *C. acetobutylicum*, because the loss of the megaplasmid pSOL1 (harboring gene *amyA1* and *amyA2*) caused serious defect in starch degradation [53].

It is known that cellulases and several scaffolding proteins organize as cellulosome in some *Clostridium* species [54]. *C. acetobutylicum* also harbors a series of cellulosome-encoding genes, but its cellulosome did not exhibit activity required to degrade crystalline cellulose [55]. 

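CAC1084, a beta-glucosidase gene, was 15.6-fold higher in 824ccpA at M (log2 ratio 3.97 ± 0.25), 18.1-fold at L, 14.2-fold at T and 12-fold at S. CAC0706, an endoglucanase gene, was 6.35-, 7.85-, 6.09- and 7.45-fold higher, and CAC2807, of glucanase family 16, was 5.74-, 11.8-, 4.12- and 9.66-fold higher. CAC1075, another beta-glucosidase gene, was 5.65-fold higher at M and 42-fold at S, with errors of 0.34 and 0.83 on the log2 scale. For CAC0385 the ratio changed side: 4.35-fold higher at M and 10.9-fold at L, 2.32-fold lower at T (log2 ratio -1.21 ± 0.10) and 1.72-fold higher at S. CAC1405 was 6.11-, 2.98- and 2.6-fold higher at M, L and S and near 1 at T (log2 ratio -0.01 ± 0.07). Over the 4 phases, 4 of the 6 genes were higher (5 when adjusted over the list alone), with adjusted p = 0.00051 for CAC1084, 0.00077 for CAC0706, 0.0038 for CAC2807 and 0.018 for CAC1075 from limma. The last did not pass with the slide as a block (adjusted p = 0.12), and 3 of the 6 passed without M or without L. For these 6 the median log2 ratio was 2.57 at M, 3.21 at L, 2.18 at T and 3.09 at S.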

We found that two glucanase-encoding genes, namely CAC0706 (encoding endo-1, 4-beta glucanase) and CAC2807 (encoding endo-1, 3(4)-beta-glucanase), and several β-glucosidase-encoding genes (CAC0385, CAC1075, CAC1084 and CAC1405) were all up-regulated in the 824ccpA in comparison to the 824WT (Additional file 4 and Figure 3). Putative CRE sites were also identified in the upstream or ORF regions of four out of these six genes, i.e. CAC0706, CAC1075, CAC1084 and CAC1405 (Additional file 4). Moreover, we noticed that these four genes all showed up-regulation in the 824WT strain when d-glucose was depleted (Additional file 1), suggesting that they were subject to CcpA-mediated glucose repression. 

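CAC0910, the cellulosome scaffolding protein gene, had log2 ratios of -0.51 ± 0.11 at M, 0.35 ± 0.07 at L, 0.88 ± 0.08 at T and 1.26 ± 0.04 at S, the last 2.4-fold higher. The endoglucanase genes CAC0826 and CAC0913 were also past 2-fold at S, at 2.48- and 2.15-fold. CAC1563, an endoglucanase fragment, was 3.06-fold lower in 824ccpA at M (-1.61 ± 0.11). At S it was not well above background in 824ccpA and no fold can be given. It was the only gene of the list that limma called over the 4 phases (lower, adjusted p = 0.038), and it did not pass when adjusted over the list alone, with the slide as a block or without any 1 of the phases. CAP0010, a beta-glucosidase gene, stayed between 1.18- and 1.44-fold lower. Of the 21 genes (CAC0910 to CAC0919, CAP0010 and 10 more endoglucanase genes), 17 lay within 2-fold at S, where CAC1563 has no fold, 20 at M, and all 21 at L and T. Their median log2 ratio was -0.42 at M, 0.23 at L, 0.58 at T and 0.58 at S. CAC0910 to CAC0919 are neighbours, with log2 ratios between 0.29 and 0.91 at T, so the 21 are not independent. Without S, 2 of the genes passed the test on the higher side.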

Many other genes responsible for cellulose degradation (CAC0910–CAC0919, encoding cellulosome scaffolding proteins; CAP0010, encoding beta-glucosidase; seventeen genes encoding endoglucanase, namely CAC0214, CAC0215, CAC0216, CAC0537, CAC0690, CAC0825, CAC0826, CAC0911, CAC0912, CAC0913, CAC0915, CAC0916, CAC0917, CAC0918, CAC1563, CAC2556, CAC3469) showed no differential expression after *ccpA* inactivation, indicating that they may be not subject to CcpA-mediated regulation.

*C. acetobutylicum* is capable of degrading xylan under some specified conditions [56], and a total of fourteen genes were found to be related to hemicellulose degradation and metabolism [21]. We observed that inactivation of *ccpA* resulted in up-regulation in transcriptional levels of genes responsible for xylan degradation, including CAP0053-CAP0054 operon (xylanase and xylanase/chitin deacetylase family protein), CAP0114-CAP0115 (glycosyl hydrolase and endo-1,4-beta-xylanase), CAC0358 (xylanase/chitin deacetylase), CAC1085 (alpha-xylosidase), *arb43* (CAC1529, encoding alpha-L-arabinofuranosidase II precursor) and *araT* (CAC1530, encoding sugar-proton symporter, possibly for arabinosides) (Additional file 4 and Figure 3). In addition, two genes (CAC2570, CAC2514) and gene CAC0332, encoding putative arabinogalactan-degrading enzymes and mannanase, respectively, all exhibited up-regulation after *ccpA* inactivation (Additional file 4). 

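CAC1529 (*arb43*, an arabinofuranosidase gene) was at least 5.59-fold higher in 824ccpA at M, at least 4.65-fold at L and at least 10.2-fold at T, and 17.1-fold higher at S (log2 ratio 4.10 ± 0.24). CAC1530 (*araT*, a sugar-proton symporter gene) was at least 5.19-, 4.32-, 8.99- and 26.6-fold higher, its signal in 824WT never being well above background. CAC1085, the alpha-xylosidase gene, was 13.1-, 15-, 7.64- and 12.9-fold higher. CAP0114 and CAP0115, a glycosyl hydrolase and a xylanase gene, were 6.53- and 6.21-fold higher at M and 2.28- and 2.07-fold at T. CAC0358 was 3.41-, 4.08-, 5.39- and 5.16-fold higher. The xylanase gene CAP0053 was 1.38-fold higher at M, 2.24-fold at L, 1.79-fold at T and 11.1-fold at S, and did not pass the test over the 4 phases (adjusted p = 0.12 from limma). Its neighbour CAP0054 was at least 2.55-fold higher at M, at least 3.09-fold at L, 2.36-fold at T and 12.1-fold at S (adjusted p = 0.026, and 0.14 with the slide as a block). For CAC1085 the adjusted p was 0.00088.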

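The beta-galactosidase gene CAC2514 was 39-fold higher in 824ccpA at M (log2 ratio 5.29 ± 0.08), 50.4-fold at L, 15.7-fold at T and 64-fold at S. CAC2570, a predicted arabinogalactan endo-galactosidase gene, was 5.92-, 7.23-, 3.31- and 9.77-fold higher. CAC0332, the mannanase gene, was 5.47-, 3.3-, 5.12- and 45-fold higher, with an adjusted p of 0.037 over the 4 phases (limma), and 0.19 with the slide as a block. For CAC2514 and CAC2570 the adjusted p was 0.0013 and 0.0045. Of the 11 genes of hemicellulose degradation, CAP0053 to CAC0332, 10 were higher over the 4 phases (11 when adjusted over the list alone), 8 with the slide as a block, and between 6 (without L) and 11 (without S) when 1 phase was left out. Their median log2 ratio was 2.64 at M, 2.85 at L, 2.36 at T and 3.60 at S. After normexp correction it was 1.35, 1.24, 1.11 and 3.29, and with the signals under the lowest well-above-background signal raised to it 2.22 at L.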

Possible CRE sites were identified upstream of all these genes or operons except for gene CAC0358 (Additional file 4). Therefore, in combination with the observation that expression of these genes was repressed in the presence of d-glucose (Additional file 1), the results here strongly suggested that they are subject to CcpA-dependent CCR.

#### (c) Pentose transport and metabolism

According to the previous studies [43,44,57], we illustrated the genomic organization of genes for pentose utilization in *C. acetobutylicum* ATCC 824 (Additional file 6:Figure S2). A large number of genes involved in uptake and metabolism of pentose, such as d-xylose and l-arabinose, showed differential expression after inactivation of the *ccpA*. Two gene clusters, namely CAC2610-CAC2612 and CAC1339-CAC1349, are responsible for d-xylose and l-arabinose uptake and metabolism in *C. acetobutylicum*[21].

Gene *xylA* (CAC2610) and gene *xylB* (CAC2612) have been experimentally confirmed as the primary candidates encoding d-xylose isomerase and xylulokinase [43], respectively. These two genes, found to be co-expressed as one operon with CAC2611 (unpublished data), were significantly up-regulated after *ccpA* inactivation (Additional file 4 and Figure 3) and were subject to glucose repression (Additional file 1). In addition, two putative CRE sites were found in this operon: one is in the upstream region of *xylB* and the other is in the ORF of *xylA* (Additional file 4 and Additional file 6). 

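*xylA* (CAC2610) was 32.8-fold higher in 824ccpA at M (log2 ratio 5.04 ± 0.11), 42.5-fold at L (5.41 ± 0.07), 6.07-fold at T (2.60 ± 0.08) and 40.9-fold at S (5.35 ± 0.06). *xylB* (CAC2612) was 30.2-fold higher at L (4.92 ± 0.03), 5.39-fold at T (2.43 ± 0.05) and 12.1-fold at S (3.60 ± 0.05), and CAC2611 34.7-, 39.1-, 6.66- and 17.6-fold. The mean log2 ratios over the 4 phases were 4.60 for *xylA* (standard error 0.52, adjusted p = 0.0056 from limma), 4.32 for CAC2611 (0.45, adjusted p = 0.0045) and 3.91 for *xylB* (0.44, adjusted p = 0.0056). All 3 passed when adjusted over the list alone, with the slide as a block and without any 1 of the phases. The median of the operon was 5.29 at L and 4.14 at S, and 4.76 at S in the deposited values. From its binding assay with the *xylB* promoter region (Figure 5A), which the arrays do not measure, the paper concludes that CcpA represses the operon directly.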

When fermentation was performed using mixed d-glucose and d-xylose as the carbon sources, improved d-xylose utilization was observed by the 824ccpA compared to the 824WT (Figure 4B).

The CAC1339-CAC1349 cluster contains most of the genes necessary for l-arabinose uptake and metabolism, including *araE1/araE2* (CAC1339 and CAC1345, encoding l-arabinose-proton symporter), *araA1/araA2* (CAC1342 and CAC1346, encoding l-arabinose isomerase), *araK* (CAC1344, encoding ribulokinase) [44], *araD* (CAC1341, encoding l-ribulose-5-phosphate 4-epimerase), *epi* (CAC1349, encoding aldose 1-epimerase) and three genes associated with Pentose Phosphate Pathway (PPP), namely *ptk* (CAC1343, phosphoketolase), *tal* (CAC1347, encoding transaldolase) and *tkt1* (CAC1348, encoding transketolase) [37]. 

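*araE2* (CAC1345) was at least 61.5-fold higher in 824ccpA at M and at least 61.4-fold at L, where its signal in 824WT was not well above background, 41.4-fold at T (log2 ratio 5.37 ± 0.07) and 171-fold at S (7.42 ± 0.14). *araA2* (CAC1346) was 46.2-, 43.2-, 22.5- and 97.9-fold higher at M, L, T and S, and *araE1* (CAC1339) 40.1-, 51.6-, 13.2- and 32.6-fold. *araK* (CAC1344) was at least 11.1-fold higher at M, at least 9.54-fold at L, at least 20-fold at T and 60.3-fold at S. *tal* (CAC1347) and *tkt1* (CAC1348), the transaldolase and transketolase genes, ranged from 4.12- to 6.77-fold and from 3.93- to 7.52-fold. All 6 were higher over the 4 phases, with adjusted p between 0.00085 (*araE2*) and 0.0025 (*araK*) from limma. The 6 also passed when adjusted over the list alone, with the slide as a block, and without any 1 of the phases. *epi* (CAC1349) has no named probe. The paper's fold values for it are 5.28, 4.16, 3.08 and 7.18. The median log2 ratio of the 6 genes was 4.73 at M, 4.55 at L, 4.05 at T and 5.47 at S. After normexp correction it was smaller at every phase, at 2.71, 2.74, 2.38 and 3.23.

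**Figure D5:**
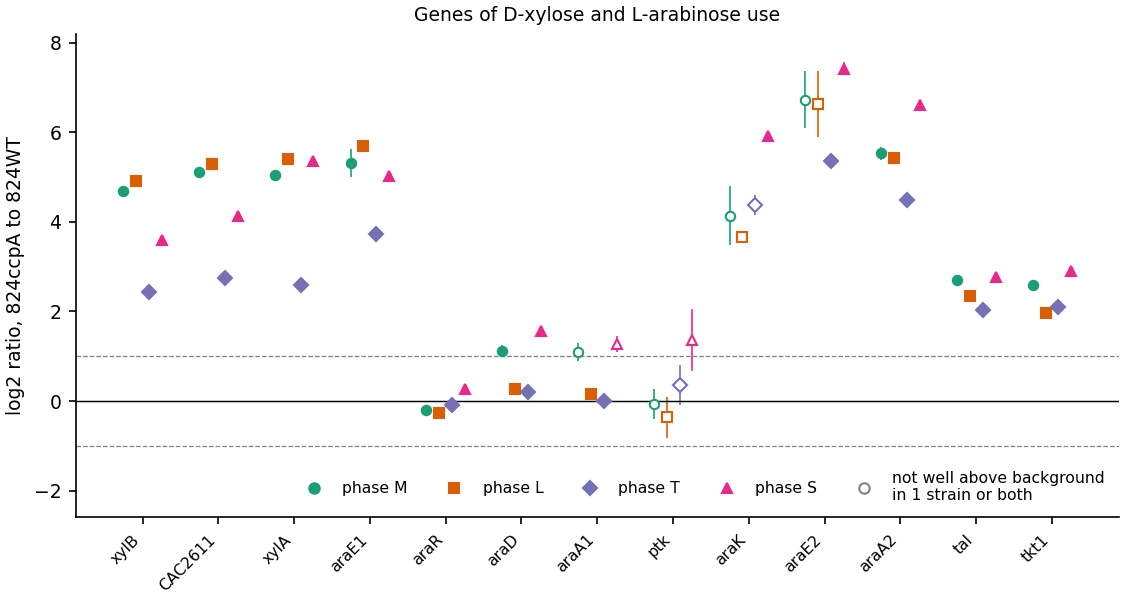
Log2 ratio of 824ccpA over 824WT (vertical axis) at M, L, T and S for the xylose operon and the genes of the arabinose locus, with the standard error over spots. Open markers stand for genes not well above background in 1 strain or both. *xylB*, CAC2611, *xylA*, *araE1*, *araK*, *araE2*, *araA2*, *tal* and *tkt1* lie above 1 in every phase.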

Microarray results showed that, except for CAC1340-CAC1343, all genes in this locus (*araE1*, *araK*, *araE2*, *araA2*, *tal, tkt1* and *epi*) exhibited much higher transcriptional level in the 824ccpA versus the 824WT at all four phases (Additional file 4 and Figure 3). Obviously, these genes (*araE1*, *araK*, *araE2*, *araA2*, *tal*, *tkt1* and *epi*) are subject to glucose repression (Additional file 1). One putative CRE site was found inside the ORF of *araK* and upstream of *araE2*, respectively, while there were two CRE sites located in the upstream region of *araE1* (Addition file 4 and Addition file 6). Gene CAC1340, encoding a transcriptional repressor AraR of l-arabinose operon [57], showed no change in transcriptional level between the 824ccpA and 824WT. 

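*araR* (CAC1340) had log2 ratios of -0.21 ± 0.03 at M, -0.26 ± 0.05 at L, -0.09 ± 0.03 at T and 0.27 ± 0.07 at S, all within 1.2-fold. Its mean log2 ratio was -0.08 (standard error 0.15, adjusted p = 0.74 from limma). The sign at T turned when arrays were scaled by the 75th percentile (0.02).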

Gene set *araD-araA1-ptk* (CAC1341-1343) displayed only a slightly differential expression (Table 2 and Additional file 4), although a putative CRE was located in the intergenic region of gene *araR* and gene *araD* (Additional file 4 and Additional file 6). 

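*araD* (CAC1341) was 2.16-fold higher in 824ccpA at M (log2 ratio 1.11 ± 0.13), 1.21-fold at L (0.27 ± 0.09), little changed at T (0.20 ± 0.08) and 2.96-fold at S (1.57 ± 0.04). At S the ratio depended on the treatment of its spots, at 5.17 with outlier spots kept and 5.82 in the deposited values. *araA1* (CAC1342) was at least 2.14-fold higher at M and 1.11- and 1.01-fold at L and T, and at S it was not well above background in 824ccpA, so that no fold can be given. *ptk* (CAC1343) was not well above background on any array and has no fold. Neither *araD* (mean log2 ratio 0.79, adjusted p = 0.12 from limma) nor *araA1* (adjusted p = 0.17) passed the test over the 4 phases. Of *araR*, *araD* and *araA1*, none passed when adjusted over the list alone. At an unadjusted p, 1257 of the 3723 genes tested lay under 0.05. The median log2 ratio of the 4 genes, *ptk* included, was 0.52 at M, -0.06 at L, 0.10 at T and 1.33 at S. At S it was 0.55 under the 75th percentile scaling and 0.33 after normexp correction. At L it was 0.18 when arrays were scaled by the 75th percentile.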

We noticed that the *araD-araA1-ptk* was weakly induced by d-xylose whereas strongly induced by l-arabinose [37], which indicated that the slight transcriptional change of *araD-araA1-ptk* observed here might be attributed to the absence of a strong inducer, namely l-arabinose. We thereby investigated the expression of *araD-araA1-ptk* in both 824WT and 824ccpA in the presence of d-glucose and l-arabinose. The result showed that the transcriptional levels of both *araD* and *ptk* were much higher (>60 fold) in the 824ccpA compared to those of the 824WT (Additional file 7: Figure S3), demonstrating that this gene set (*araD-araA1-ptk*) was subject to CcpA-dependent glucose repression and l-arabinose induction. A recent study has identified three AraR-binding sites in the upstream region of *araD-araA1*[44], indicating a strong repression of this gene set by AraR according to the AraR’s action mode in *B. subtilis*[58]. Moreover, AraR exhibited higher affinity for the upstream region of gene *ptk* than that of operon *araK-araE2-araA2-tal-tkt1-epi*[44]. Therefore, the reason for the insufficient induction of d-xylose to the *araD-araA1-ptk* here could be that d-xylose is not enough to release such a repression of AraR on the gene set *araD-araA1-ptk*. In addition, only slight transcriptional change of gene *araR* was found in the 824ccpA compared to the 824WT when fermenting l-arabinose and d-glucose mixture (Additional file 7). In combination with the observation that *araR* was not subjected to glucose repression (Additional file 7), we thus speculated that *araR* is not subject to CcpA-dependent CCR. Considering that the genes *araE1*, *araD-araA1-ptk* and *araK-araE2-araA2-tal-tkt1-epi* are related to l-arabinose metabolism [37], their up-regulation was expected to enable an improved l-arabinose utilization in the presence of d-glucose. To confirm this speculation, we investigated the 824ccpA and the 824WT in fermenting the mixture of d-glucose and l-arabinose. As shown in Figure 4A, compared to the 824WT, the 824ccpA exhibited a significantly enhanced l-arabinose consumption.

Putative CRE sites were identified in the promoter or ORF regions of these d-xylose and l-arabinose pathway genes, including *araE1*, *xylB*-CAC2611-*xylA*, *araD-araA1-ptk* and *araK-araE2-araA2-tal-tkt1-epi* (Additional file 4 and Additional file 6). To further determine whether CcpA can directly regulate these genes, we performed electrophoretic mobility shift assay (EMSA) analysis. The DNA fragments of *xylB* and *araE1* promoter regions were chosen as the candidates. A substantial DNA band shift was observed in both cases and typical protein concentration dependent binding trends were also observed (Figure 5A and 5B). The band shift was suppressed with un-labelled DNA competitor but not in the presence of same amount of non-specific competitor (gene CAC1790 fragment) (Figure 5A and 5B). Thus, the binding of CcpA to the promoter regions of *xylB* and *araE1* will repress their transcription, resulting in inhibition of d-xylose and l-arabinose consumption when d-glucose was present (Figure 4). These results demonstrated that CcpA directly repressed the expression of genes *xylB*-CAC2611-*xylA* and *araE1*, which are key genes for d-xylose and l-arabinose utilization, respectively.

**Figure 5:**
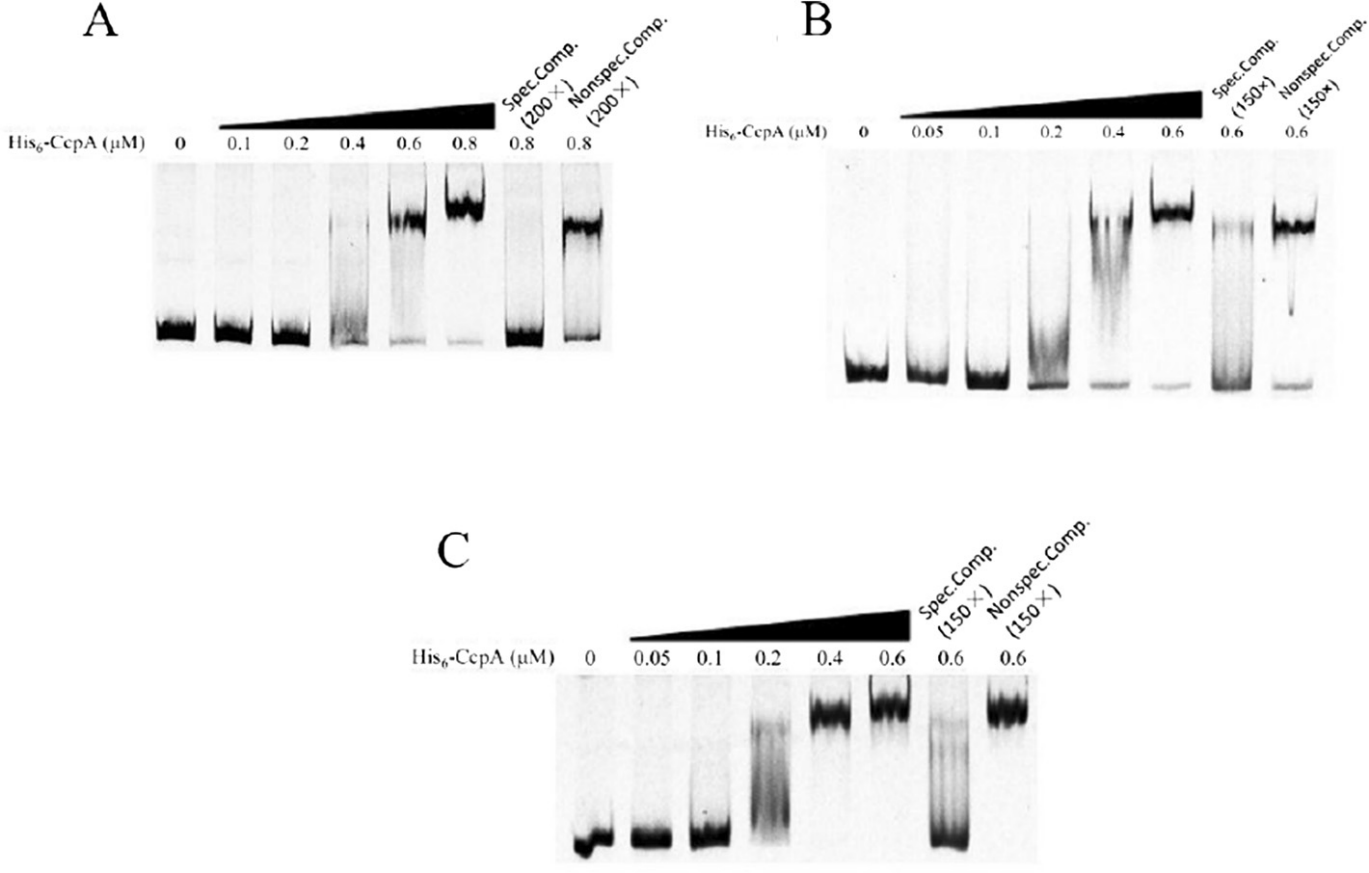
**EMSA to assess the interaction of *C. acetobutylicum *CcpA with (A) *xylB *promoter region P*xylB*, (B) *araE1 *promoter region P*araE1 *and (C) upstream region (non-coding region, P*sol*) of the *sol *operon.** His_6_-CcpA with different concentrations (0–0.8 μM, 0–0.6 μM and 0–0.6 μM for P*xylB*, P*araE1* and P*sol*, respectively) and 2 nM of Cy5-labelled PCR fragments were used. The PCR fragment of gene CAC1790 was used as the non-specific competitor. Abbreviations: Spec. comp., specific competitor; Nonspec. comp., non-specific competitor.

### Impact of CcpA in acidogenesis and solventogenesis

*C*. *acetobutylicum* possesses two distinct phases during the typical ABE fermentation process: acidogenic phase when acetic acid and butyric acid are produced and secreted, and solventogenic phase when the acids are re-assimilated for the production of three chemicals (acetone, butanol and ethanol) [59,60]. Due to the importance of these two physiological processes in ABE production, increasing attentions have been paid to identify related structural genes (e.g., *sol* operon and *adc* gene) as well as some transcription factors (e.g., Spo0A, AbrB) [59-64]. In spite of these progresses, the regulatory mechanism underlying the acids secretion and solvents formation as well as their metabolic shift are still not well understood. Our previous study in the 824ccpA strain revealed that *ccpA* inactivation issued a great impact on the solventogenesis [11]. Microarray analysis in this study showed that CcpA, besides mediating carbon catabolite repression in gram-positive bacteria, might be involved in regulation of acids and solvents formation as well as their shift in *C. acetobutylicum*. The *sol* operon (*adhE1-ctfA-ctfB*), responsible for acids re-assimilation and alcohol production [65], gene *abrB310*, an essential regulator for transition between acidogenic and solventogenic phase [63], and gene *bukII*, a second butyrate kinase related to butyrate formation [66,67], were all found to be regulated by CcpA. Inactivation of *ccpA* gene resulted in obvious changes in acids and solvents forming as well as the transition of these two stages [11].

#### (a) CcpA inactivation caused down-regulation of the *sol* operon

The *sol* operon of *C. acetobutylicum* contains three genes, i.e., *adhE1*, *ctfA* and *ctfB*, which are sequentially arranged and transcribed as a tri-cistron under the control of the *adhE1* promoter and the operon has been found to play a key role in alcohol production and acid re-assimilation in *C. acetobutylicum*[65]. Microarray analysis showed that among the genes (*adhE1*, *ctfA*, *ctfB*, *adhE2*, *adc*, *bdhA* and *bdhB*) concerned with branch pathways of solvents formation, only *sol* operon genes showed differential expression after *ccpA* inactivation (Figure 6A). 

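*ctfA* (CAP0163) was 3.2-fold lower in 824ccpA at M (log2 ratio -1.68 ± 0.05), 9.06-fold at L (-3.18 ± 0.03) and 4.35-fold at T (-2.12 ± 0.03), and 1.05-fold lower at S (-0.07 ± 0.07). *ctfB* (CAP0164) was 3.43-fold lower at M, 8.9-fold at L and 3.07-fold at T. *adc* (CAP0165), the acetoacetate decarboxylase gene next to the operon, had log2 ratios of 0.52 ± 0.03, -0.12 ± 0.03, -0.23 ± 0.05 and 0.17 ± 0.10, within 1.43-fold at each phase, and 0.82 at S in the deposited values. Neither *ctfA* (mean log2 ratio -1.76, standard error 0.50, adjusted p = 0.073 from limma) nor *ctfB* (-1.62, standard error 0.51, adjusted p = 0.092) passed the test over the 4 phases. Both passed when adjusted over the list alone and when S was left out, and neither with the slide as a block. In the slide-block model the change of the ratio from T to S counts as error. Within M and L, whose arrays share a slide, both were lower. The adjusted p of *adc* was 0.75. At S both *ctf* genes held the top ranks of the array in each strain, and their mean log2 ratio was -0.22 when arrays were scaled by the 75th percentile. The paper leaves out the array values of the operon at S as above the detection range. By qRT-PCR it reports lower expression of the operon at M, T and S, with a ratio of 0.24 ± 0.06 for *ctfB* at S. The median of the pair was -1.73 at M, -3.17 at L, -1.87 at T and 0.00 at S. *adhE1*, *adhE2*, *bdhA* and *bdhB* have no named probe. The paper's fold values for *adhE1* (CAP0162) are 0.275, 0.106 and 0.219 at M, L and T. For *adhE2* (CAP0035) its fold value at T is 0.305, past the 2-fold threshold, though its text names the operon alone as changed among the solvent genes.

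**Figure D6:**
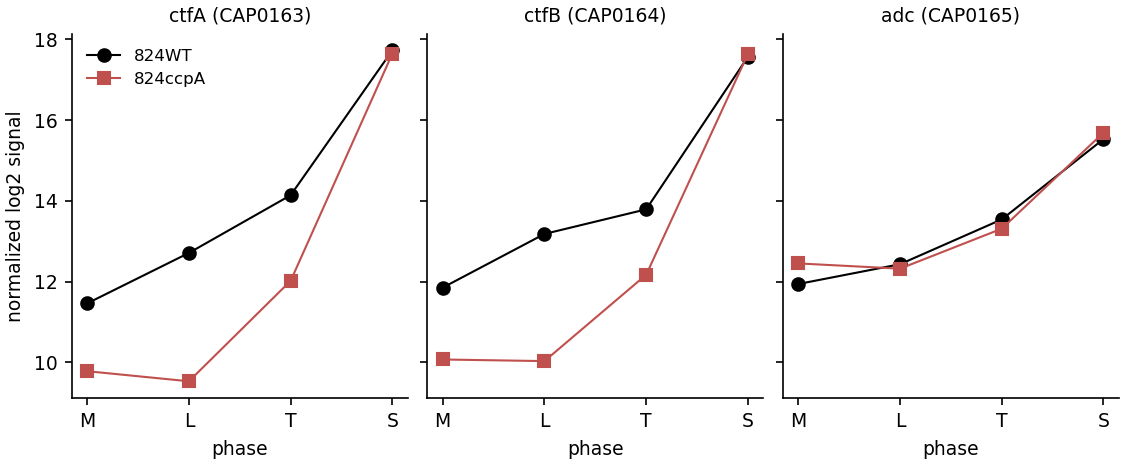
Normalized log2 signal (vertical axis) of *ctfA*, *ctfB* and *adc* in 824WT and 824ccpA at M, L, T and S. At M, L and T the *ctf* signals of 824ccpA lie below those of 824WT, and at S both strains reach 17.57 to 17.73.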

To further confirm expression changes of the *sol* operon, qRT-PCR analysis was performed. The samples were collected at M, T and S time points, representing the acidogenic exponential, acid-to-solvent transition and early solventogenic period (Figure 6B), respectively. As shown in Figure 6C, significantly lower expression of *sol* operon was detected in the 824ccpA versus the 824WT, demonstrating that CcpA is required for normal expression of *sol* operon during both acidogenic and solventogenic phase. Although no typical CRE sites were found in the upstream region of *sol* operon, the EMSA result showed that the CcpA protein was able to interact directly with the *sol* upstream region *in vitro*, and an apparent shift was observed when 0.4 μM CcpA was used (Figure 5C). The CcpA-DNA binding appeared to be specific since no shift was observed in the presence of non-labeled specific competitor, and non-specific competitor (gene CAC1790 fragment) did not affect the CcpA-DNA binding (Figure 5A). Therefore, it seems that there is an atypical CcpA-binding site inside the upstream region of *sol* operon.

**Figure 6:**
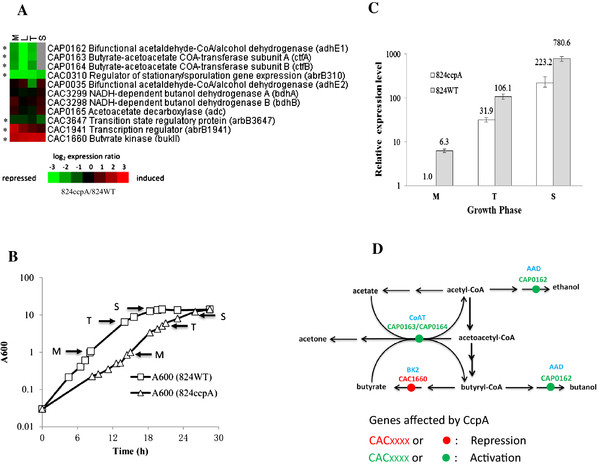
**Role of CcpA in acidogenesis and solventogenesis.** (**A**) Transcriptional profile of genes involved in acidogenesis and solventogenesis after *ccpA* inactivation. Red and green color represented the genes exhibiting increased and decreased expression level after *ccpA* inactivation, respectively. The genes showed obvious transcriptional changes (change-fold ≥ 2.0) were indicated in asterisks besides the heatmap. The data of *sol* operon (*adhE1*-*ctfA*-*ctfB*) at S time point was not included here because its expressional level exceeded the upper limit of microarray’s detection range. (**B**) Growth curve for qRT-PCR validation. (**C**) qRT-PCR validation for the expressional change of *sol* operon after *ccpA* inactivation. Cells were cultured in P2 medium containing 40 g/L d-glucose and 20 g/L d-xylose as the carbon sources. pH was controlled over 5.0 during the whole fermentation period by using aqueous ammonia. Cells were harvested at middle exponential phase M (A_600_ ≈ 1.0), transition phase T (A_600_ ≈ 8.0) and stationary phase S (A_600_ ≈ 12.0). The *sol* expression level of the 824ccpA strain at phase M was used as the control for normalization. M, middle exponential growth phase; T, acidogenesis-solventogenesis transition phase; S, stationary solventogenesis phase. The reported data were mean ± standard deviation (SD) of three technical replicates. (**D**) Schematic of the genes, for acids synthetic, acids re-assimilation and solvents formation, regulated by CcpA.

It should be noted that, although *ccpA* inactivation lowered the transcriptional level of *sol* operon, the trend that the transcript of *sol* operon gradually increased from M to S phase was similar for the 824WT and 824ccpA strain (Figure 6C), suggesting that some other factors might be involved in regulating *sol* expression. It has been known that the phosphorylated Spo0A, a transcription factor, could activate the *sol* expression [61,68-70], and inactivation of the *spo0A* caused a deficient *sol* expression, resulting in a significant decrease in solvent formation [69,71]. Therefore, Spo0A is considered as a “master controller” for solvent production in *C. acetobutylicum*[72]. The previous observations in combination with the results in this study suggested that both CcpA and Spo0A could regulate *sol* operon, which also explained why the *sol* operon was still efficiently induced in the 824ccpA strain (Figure 6C). However, the interaction of CcpA and Spo0A in regulating *sol* operon is still yet to be elucidated.

#### (b) ccpA is involved in glucose repression on *bukII* expression

*C. acetobutylicum* ATCC 824 harbors two butyrate kinase (BK) genes, namely *bukI* (CAC3075) and *bukII* (CAC1660). The *bukI* gene, together with *ptb* gene, forms an operon responsible for producing butyrate, a major organic acid in *C. acetobutylicum*[73]. Although *in vitro* butyrate kinase activity of BKII could be easily detected [66,67], its *in vivo* catalytic activity remained at a much lower level compared to that of BKI [66]. Interestingly, microarray and qRT-PCR results here showed that *ccpA* inactivation caused a significant increase in transcriptional level of the *bukII* (Figure 6A and Table 2) and the expression of *bukII* was repressed by d-glucose in the 824WT (Additional file 8: Figure S4). These observations indicated that *bukII* of *C. acetobutylicum* is a glucose-repressive gene and moreover, such a glucose repression is under CcpA-dependent control. However, no CRE site was found in the upstream region or ORF region of gene *bukII*, and the EMSA result also showed no binding of CcpA to the *bukII* (data not shown). Therefore, it seems that gene *bukII* is not directly regulated by CcpA. In contrast, no change was detected in expression level of the *bukI-ptb* operon after *ccpA* inactivation (Additional file 2). Therefore, the enhanced butyrate formation in the 824ccpA might be partly attributed to the up-regulation of the *bukII*. The up-regulated *bukII* expression in combination with the down-regulation of the *sol* operon (responsible for alcohol production and acids re-assimilation) may result in excess butyrate accumulation as well as a consequent “acid crash” in the 824ccpA, and thereby, the 824ccpA required a pH adjustment during the fermentation process so as to live through the acidogenic period. Once entering into the solventogenic period, the ability of the 824ccpA in acid re-assimilation and solvent production could be restored because of the gradually increased expression of the *sol* operon from then on (Figure 6C). This also resulted in a comparable residual butyrate concentration of the 824ccpA and 824WT at the end of the fermentation (Figure 1).

BK (butyrate kinase)-dependent butyrate formation is an ATP-producing process in *C. acetobutylicum*[73]. Therefore, it is speculated that expression of the *bukII* is only efficiently activated when fermenting some non-preferable sugars (such as d-xylose and l-arabinose) because, compared to d-glucose metabolism, a higher ATP demand is required then [74]. Although it seems that gene *bukII* did not work when fermenting d-glucose, such a CcpA-dependent glucose repression on the *bukII* expression may be a significant regulatory mechanism for *C. acetobutylicum* to respond to different carbohydrate resources.

#### (c) CcpA controls *abrB* expression

Gene *abrB* has been linked to regulation of the shift from exponential to stationary growth phase in *B. subtilis*[75,76]. *C. acetobutylicum* ATCC 824 harbors three *abrB* homologues, namely *abrB310* (CAC0310), *abrB1941* (CAC1941) and *abrB3647* (CAC3647), and these three AbrB protein are highly identical (~70%) to each other. According to microarray result and qRT-PCR validation, three *abrB* genes all exhibited different expression changes after *ccpA* inactivation (Figure 6A and Table 2): the expression levels of the *abrB310* and *abrB3647* were significantly down-regulated during all four phases, while that of the *abrB1941* was only up-regulated in acidogenic phase. 

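*abrB310* (CAC0310) was 7.05-fold lower in 824ccpA at M (log2 ratio -2.82 ± 0.07), 6.98-fold at L (-2.80 ± 0.04), 7.13-fold at T (-2.83 ± 0.05) and 6.02-fold at S (-2.59 ± 0.10). Its mean log2 ratio was -2.76 (standard error 0.12, adjusted p = 0.00071 from limma). *abrB3647* (CAC3647) was 1.65-, 1.61- and 1.47-fold lower at M, L and T and 2.38-fold at S (-1.25 ± 0.09), with a mean log2 ratio of -0.81 (adjusted p = 0.032, and 0.16 with the slide as a block). *abrB1941* (CAC1941) was at least 5.14-fold higher at M, 2.58-fold at L (1.37 ± 0.29) and 1.84-fold at T (0.88 ± 0.09), and at S it was not well above background in 824ccpA, so that no fold can be given. Its adjusted p was 0.081, and it passed when adjusted over the list alone. Of the 3 genes 2 were lower over the 4 phases (also 2 when adjusted over the list alone), and 1, *abrB310*, without M, L or T. Together the 3 had a median log2 ratio of -0.72 at M, -0.69 at L, -0.56 at T and -1.25 at S. The paper's qRT-PCR ratios for *abrB310* are 0.62 ± 0.08 at M and 0.59 ± 0.22 at S, a smaller drop than on the array. For *abrB3647* they are 0.47 ± 0.05 and 0.61 ± 0.11, and for *abrB1941* 89.17 ± 7.31 and 1.62 ± 0.3.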

The previous study using antisense RNA approach has showed that repression of the *abrB310* expression resulted in a prolonged acidogenic period as well as delayed solvent formation in *C. acetobutylicum*[63]. Therefore, AbrB310 is likely involved in regulation of the shift from acidogenesis to solventogenesis. However, the possible regulatory roles that *abrB3647* and *abrB1941* play as well as the relationship of these three *abrB* genes still need further investigation.

### CcpA protein is required for efficient sporulation in *C. acetobutylicum*

A number of genes related to spore forming exhibited differential expression after *ccpA* inactivation in *C. acetobutylicum*. 

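*sleB* (CAC3081), which encodes a spore cortex-lytic enzyme, was 4.94-fold lower in 824ccpA at M, 8.56-fold at L, 11.1-fold at T and at least 5.53-fold at S. CAC0581, annotated as stage V sporulation protein R and not named in the text, was 2.42-, 5.18-, 7.01- and 7.2-fold lower. The spore coat genes CAC1337 (*cotJB*) and CAC1338 (*cotJC*) were within 2.07-fold of 1 at M, L and T and at least 8.79- and 8.04-fold lower at S. CAP0150, a stage V sporulation protein D gene, had too little signal in both strains at M and L for a fold, was at least 1.48-fold lower at T, and has no fold at S, where it was not well above background in 824ccpA. Of 25 tested genes annotated with sporulation or spore functions that the text does not name, 5 were lower and 1 higher (the same counts when adjusted over the list alone), and 1 and 0 with the slide as a block. Without L none of the 25 was lower, and without S 8 were. Their median log2 ratio was -0.36 at M, -0.46 at L, -0.20 at T and -0.52 at S.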

To further confirm the microarray result, we investigated sporulation formation of the 824ccpA and 824WT strains. After 2 d growth, the 824WT strain produced spores at 2.23% while the 824ccpA did not produce any spores (Table 3). When the growth time prolonged to 8 d, sporulation of the 824WT increased to ~100%, nearly 4.5-fold that of the 824ccpA (22.9%) (Table 3), suggesting that CcpA is required for efficient sporulation in *C. acetobutylicum*.

**Table 3:** Comparison of sporulation phenotype between the 824WT strain and the 824ccpA mutant

**Strain**	**2 d**			**4 d**			**6 d**			**8d**		
	**Total number of CFU**	**Number of spores**	**Sporulation (%)**	**Total number of CFU**	**Number of spores**	**Sporulation (%)**	**Total number of CFU**	**Number of spores**	**Sporulation (%)**	**Total number of CFU**	**Number of spores**	**Sporulation (%)**
824WT	(1.64 ± 1.31) × 10^5^	(3.66 ± 2.59) × 10^3^	2.23	(8.89 ± 0.80) × 10^4^	(5.01 ± 1.29) × 10^4^	56.37	(1.40 ± 0.16) × 10^5^	(1.16 ± 0.25) × 10^5^	83.1	(1.52 ± 0.30) × 10^5^	(1.58 ± 0.09) × 10^5^	103.8
824ccpA	(4.33 ± 2.63) × 10^4^	0	0	(4.60 ± 0.56) × 10^5^	(3.55 ± 2.87) × 10^4^	7.71	(4.46 ± 0.75) × 10^5^	(4.48 ± 1.43) × 10^4^	10.04	(2.93 ± 0.96) × 10^5^	(6.73 ± 5.29) × 10^4^	22.99

It has been known that the phosphorylated form of Spo0A protein, namely Spo0A ~ P, is a key factor regulating sporulation process in *C. acetobutylicum*[71], and inactivation of *spo0A* blocked spore formation in *C. acetobutylicum*[71]. Three genes, encoding orphan histidine kinases (CAC0323, CAC0903 and CAC3319), were suggested to be responsible for transferring phosphoryl group to Spo0A [70]. However, microarray result here showed that, of these three genes, only CAC3319 exhibited increased expression level after *ccpA* inactivation (Table 2 and Figure 7B), which was contrary to the previous finding that inactivation of gene CAC3319 lowered sporulation to only 1% original level [70]. Therefore, whether these three orphan kinases played roles in CcpA-dependent regulation on sporulation still awaits further elucidation.

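CAC3319 was 3.96-fold higher in 824ccpA at M (log2 ratio 1.99 ± 0.05), 3.92-fold at L (1.97 ± 0.08), 3.02-fold at T (1.60 ± 0.08) and 3.05-fold at S (1.61 ± 0.10), with a mean log2 ratio of 1.79 (standard error 0.14, adjusted p = 0.0021 from limma). CAC0903 had log2 ratios of 0.46 ± 0.09, 0.67 ± 0.05, 0.46 ± 0.06 and -0.53 ± 0.06, and CAC0323 of -0.42 ± 0.25, 0.16 ± 0.19 and -0.14 ± 0.05 at M, L and T, with a bound of at least 1.11-fold lower at S. Their adjusted p was 0.46 and 0.54. *spo0A* (CAC2071), whose product the kinases act on, stayed between -0.28 and -0.07 (adjusted p = 0.32). Of the 4 genes CAC3319 alone passed, also when adjusted over the list alone, with the slide as a block and without any 1 of the phases. At T the deposited values turn the sign of CAC0323 (0.03).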

**Figure 7:**
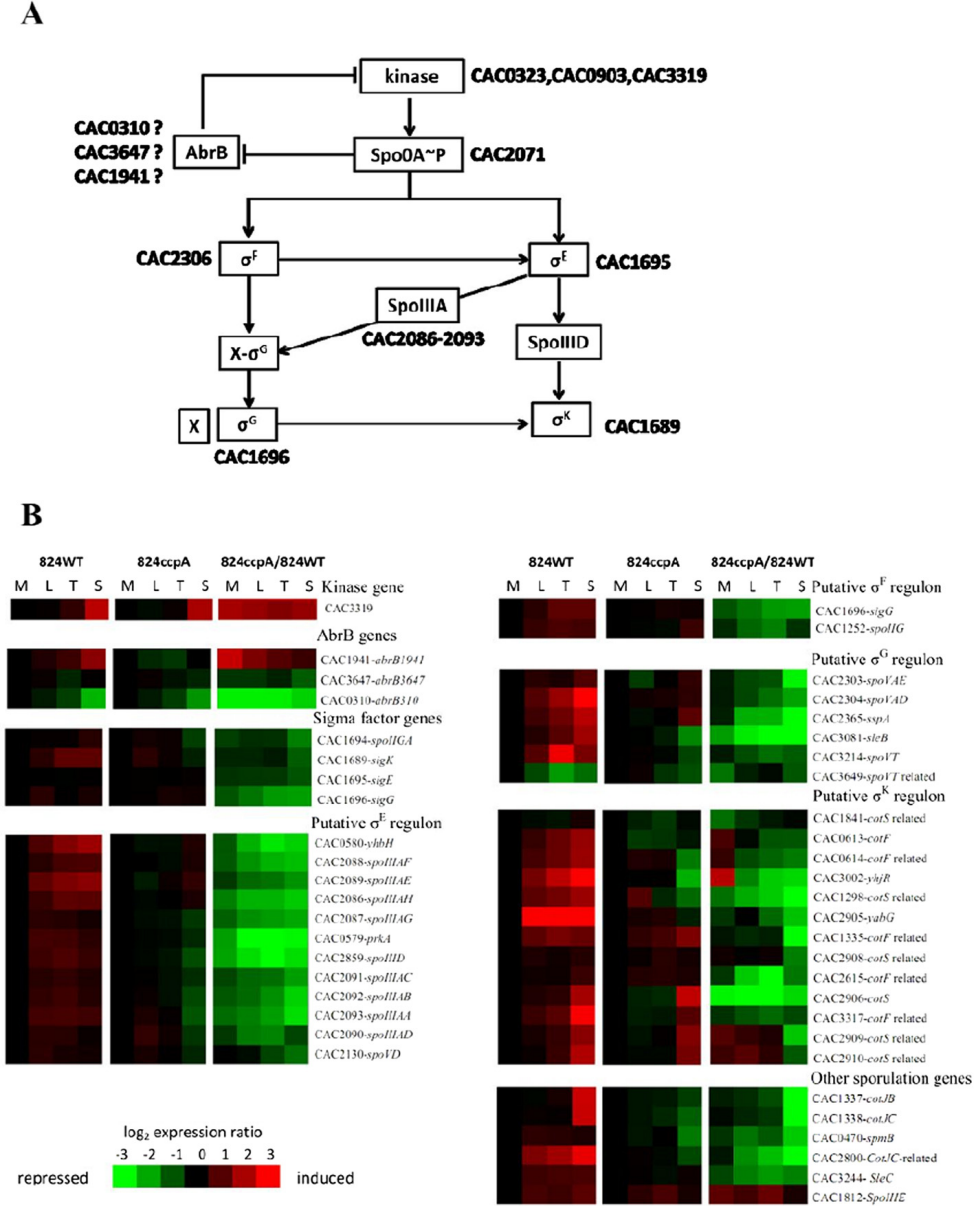
**Comparison of the transcriptional levels of sporulation-related genes between the 824ccpA and 824WT.** (**A**) the sporulation cascade proposed in *C. acetobutylicum*[77,78]*.* (**B**) Time-course study of expression profiles of the sporulation-related genes in the 824WT strain (left panel), the 824ccpA strain (middle panel) and between these two strains (right panel). Red and green indicate higher and lower expression, respectively. The reported values for time-course gene expression profile of 824WT strain or 824ccpA strain are the expression ratios compared to the first (middle-exponential) time point M.

As mentioned above, three *abrB* genes (*abrB310*, *abrB1941* and *abrB3647*) exhibited transcriptional changes after *ccpA* inactivation. It has been reported that AbrB is a transcription factor involved in controlling the transition from vegetative growth to sporulation phase in *B. subtilis*[79,80]. Inactivation of the *abrB* gene significantly decreased sporulation in *B. subtilis*[80]. Similarly, it was found that inhibition of the *abrB310* translation by using antisense RNA techniques resulted in a delayed initiation of sporulation as well as the declined spore formation in *C. acetobutylicum*[63]. In addition, *abrB310* and *abrB3647* contain Spo0A-binding box in their promoter regions [68]. Thus, it is speculative that down-regulation of *abrB310* and *abrB3647* expression here may be one of the main reasons for deficient sporulation in *C. acetobutylicum ccpA* mutant.

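*sigG* (CAC1696) was 2.57-fold lower in 824ccpA at M (log2 ratio -1.36 ± 0.14), 3.38-fold at L, 4.35-fold at T (-2.12 ± 0.12) and at least 3.25-fold at S. *sigE* (CAC1695) was 1.88-, 1.91- and 1.76-fold lower at M, L and T and at least 1.56-fold at S. *spoIIGA* (CAC1694), whose product processes sigma factor E, was 2.11-fold lower at M, 1.75-fold at L and 1.69-fold at T, and at least 1.23-fold at S. *sigK* (CAC1689) was 1.63-, 1.5- and 1.33-fold lower and at least 2.13-fold at S. *sigF* (CAC2306) was within 1.69-fold of 1 in every phase. Limma called *sigG* (adjusted p = 0.0036), *sigE* (adjusted p = 0.0099) and *spoIIGA* (adjusted p = 0.022) lower, and *sigK* not (adjusted p = 0.057). Of the 5 genes, 4 were lower when adjusted over the list alone and 1, *sigG*, with the slide as a block. Leaving out 1 phase gave 1 (without M or without L) to 4 (without S). At S *sigE*, *sigG*, *sigK* and *spoIIGA* were not well above background in 824ccpA. As a group the 5 had a median log2 ratio of -0.91 at M, -0.81 at L, -0.76 at T and -1.38 at S, -0.68 at S after normexp correction, -1.99 under the 75th percentile scaling, or -0.76 with signals under the lowest well-above-background signal raised to it.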

The microarray result also showed that *ccpA* inactivation caused down-regulation of a set of genes encoding sporulation-specific sigma factors in *C. acetobutylicum* (Figure 7B), including *sigE* (CAC1695), *sigG* (CAC1696), *sigK* (CAC1689) and sigma factor E processing enzyme *SpoIIGA* (CAC1694) (Figure 7A). This suggested that CcpA may be one of the higher level regulators for these sporulation-related sigma factors. Early studies found that *sigE* and *sigF* inactivation caused sporulation stalling in *C. acetobutylicum*[81,82]. To further identify sporulation-related genes controlled by these sigma factors and CcpA in *C. acetobutylicum*, the well-established *B. subtilis* transcriptional regulation database, namely DBTBS ( http://dbtbs.hgc.jp/) [83], was used here. Most of the yielding genes exhibited down-regulation in the 824ccpA compare to the 824WT (Figure 7B), including: 11 σ^E^-controlled genes *prkA* (CAC0579), *yhbH* (CAC0580), *spoIIIAA-AH* (CAC2093-CAC2086), *spoVD* (CAC2130); 2 σ^F^-controlled genes *sigG* (CAC1696) and *spoIIG* (CAC1252); 13 σ^K^-controlled genes *cotF* (CAC0613), *cotF-*related genes (CAC0614, CAC1335, CAC2615, CAC3317), *cotS* (CAC2906), *cotS*-related genes (CAC1289, CAC1841, CAC2908-2910), *yabG* (CAC2905) and *yhjR* (CAC3002); 6 σ^G^-controlled genes *spoVAE* (CAC2303), *spoVAD* (CAC2304), *sspA* (CAC2365), *sleB* (CAC3081), *spoVT* (CAC3214) and *spoVT* homologue (CAC3649). Among these genes, only a putative σ^G^-controlled gene CAC3649 possesses an identifiable CRE site (Additional file 3), indicating that the majority of these sporulation-related genes may be indirectly regulated by CcpA. 

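*prkA* (CAC0579) was 4.67-fold lower in 824ccpA at M (log2 ratio -2.22 ± 0.19), 12.2-fold at L, 11.7-fold at T and at least 4.7-fold at S, and *yhbH* (CAC0580) 2.26-, 4.86-, 7.64- and 6.24-fold. *spoIIIAH* (CAC2086) was 3.27-, 5.14- and 5.21-fold lower at M, L and T and at least 3.8-fold at S. *cotS* (CAC2906) was at least 8.26-fold lower at M, at least 20.9-fold at L, at least 26.4-fold at T and at least 3.55-fold at S, and CAC1298, the gene shown in Figure 7B, was 3.69-, 5.03- and 6.55-fold lower and at least 4.57-fold at S. CAC1289, the locus given in the text, had log2 ratios of -0.26 ± 0.07, -0.61 ± 0.05, 0.02 ± 0.14 and -0.45 ± 0.09. *spoVD* (CAC2130), at 1.7-fold lower at T and 2.46-fold at S, was the only gene of the sigma-E group that did not pass the test. Limma called 10 of 11 genes of the sigma-E group lower (10 when adjusted over the list alone, 6 with the slide as a block, and 6 to 10 without 1 of the phases, fewest without L). Of the sigma-F pair 2 were lower (2, then 1, and 1 to 2), and of the 6 genes of the sigma-G group 4 (6, then 1, and 1 to 4, fewest without L or T). Of the 14 loci of the sigma-K group, CAC1289 and CAC1298 both counted, 5 were lower (7, then 1, and 1 to 5, fewest without L or T). Only 8 of the 14 had a ratio below 1 in all 4 phases, dim signals included. CAC2909 and CAC2910 were higher in 824ccpA at L (log2 ratio 0.47 ± 0.06 and 0.89 ± 0.14) and at T (0.31 ± 0.15 and 0.49 ± 0.12). Median log2 ratios at M, L, T and S were -1.32, -1.73, -2.07 and -2.58 for sigma-E, -1.05, -1.65, -1.92 and -1.48 for sigma-F, -0.60, -1.17, -1.55 and -2.43 for sigma-G, and -0.57, -0.75, -1.27 and -1.87 for sigma-K. Normexp correction brought them nearer 0, to -0.59, -1.04, -1.16 and -1.26 for sigma-E, -0.45, -0.72, -0.90 and -0.71 for sigma-F, -0.17, -0.35, -0.58 and -0.91 for sigma-G, and -0.10, -0.31, -0.42 and -0.86 for sigma-K. Under the 75th percentile scaling sigma-F was -2.11 at S. At S most of these genes were not well above background in 824ccpA, and with signals under the lowest well-above-background signal raised to it the medians there were -1.73, -1.11, -1.23 and -0.92.

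**Figure D7:**
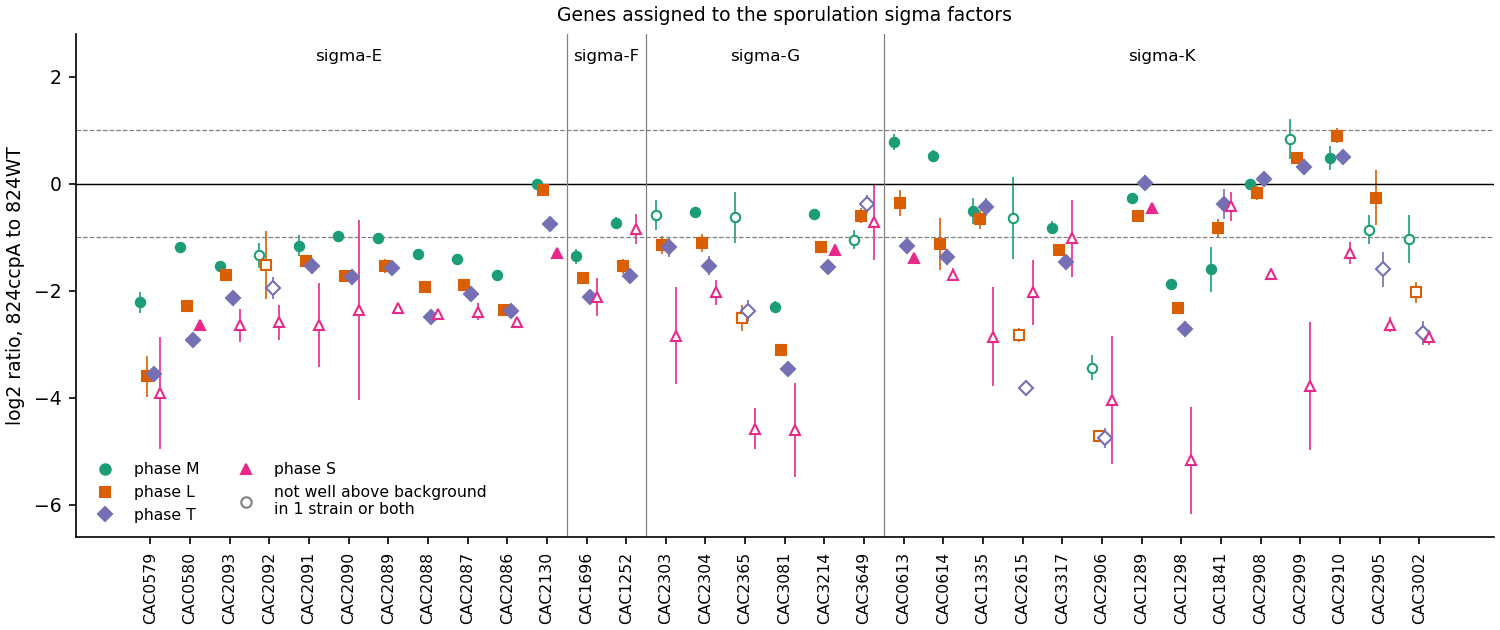
Log2 ratio of 824ccpA over 824WT (vertical axis) at M, L, T and S for the genes of the sigma-E, sigma-F, sigma-G and sigma-K groups, with the standard error over spots. Open markers stand for genes not well above background in 1 strain or both. The medians of all 4 groups lie below 0 in each phase.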

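CAC3649 was at least 2.07-fold lower in 824ccpA at M and 1.51-fold lower at L (log2 ratio -0.60 ± 0.14). At T it was not well above background in either strain and at S not in 824ccpA, so that no fold can be given there. With both signals well above background at L alone, it has no measured ratio over the 4 phases. The sequence listing of the paper gives this gene 1 site with a score of 3.3, and gives *sigE* (CAC1695) 1 site with a score of 1.7. None of the other sigma-regulated genes measured here is in that listing.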

The result here also suggested that the σ-mediated spore formation processes in *C. acetobutylicum* may be similar with that in *B. subtilis*[84-89], and CcpA, as a key regulator, exerts a direct or cascade regulation on these genes.

## Conclusion

*C*. *acetobutylicum* has been used for industrial-scale butanol production for many decades. Although most of the relevant metabolic pathways have been deciphered, the complicated regulatory system in this strain remains unclear. In this study, we revealed the pleiotropic roles of a catabolite control protein CcpA in regulating several important physiological and biochemical processes in *C. acetobutylicum*, some of which are closely related to its industrial application. Inactivation of *ccpA* led to global expression changes of the genes for carbohydrate uptake and metabolism. Among the effects is the elimination of glucose repression on those non-preferable sugars. Our results showed that *C. acetobutylicum* CcpA may mediate the glucose repression by directly repressing genes for metabolizing these non-preferable carbon sources such as d-xylose and l-arabinose. This study has also showed that CcpA is involved in regulation of acidogenesis and solventogenesis and the transition of these two phases. The transcription profile analysis revealed that the normal expression of three important genes and gene clusters (i.e., *sol* operon, *bukII* and *abrB,*) related to acid and solvent production as well as transition, were all affected by *ccpA* inactivation. In addition, the impact of CcpA to efficient sporulation also suggested that CcpA might be a relative upper-level regulator compared to those known sporulation-related factors (e.g., sigma factors and *abrB* genes) in *C. acetobutylicum*. These findings not only improved our understanding of regulatory roles CcpA plays in solventogenic clostridia, but also provided some useful information for further genetic improvement of *C. acetobutylicum*.

## Methods

### Bacterial strains and growth conditions

The 824ccpA strain [11] was previously obtained by inactivating *ccpA* gene using TargeTron™ Gene Knockout System (Sigma-Aldrich, St. Louis, MO). *E. coli* was grown aerobically in LB medium at 37°C. 25 μg/mL chloramphenicol and 50 μg/mL kanamycin were used in LB medium when needed. The CGM medium [90] and P2 medium [91] were used for seed-growth and fermentation of *C. acetobutylicum*, respectively, under anaerobic condition at 37°C.

The P2 medium was used to cultivate *C. acetobutylicum* cells for microarray analysis. The CBM medium [92] was used for sporulation analysis. SMP2 medium, a synthetic minimal medium modified from P2 medium using glycerol and sodium pyruvate as the basic carbon sources, was adopted to grow *C. acetobutylicum* cells for the analysis of the “glucose effect” for *bukII* gene. The SMP2 components are listed as following: 20 g/L glycerol, 20 g/L sodium pyruvate, 6 g/L yeast extract, 0.5 g/L K_2_HPO_4_·H_2_O, 0.5 g/L KH_2_PO_4_, 2.2 g/L CH_3_COONH_4_, 0.2 g/L MgSO4·7H_2_O, 0.01 g/L MnSO_4_·H_2_O, 0.01 g/L NaCl, 0.01 g/L FeSO_4_·7H_2_O, 1 mg/L *p*-aminobenzoic acid, 1 mg/L thiamine, 0.01 mg/L biotin. d-glucose was supplied at a concentration of 20 g/L when investigating the “glucose effect” and all cells were collected at late exponential phase (A_600_ ~2.0).

### Fermentation conditions

The preinoculum and inoculum preparation were performed as described before [11]. For microarray and real-time reverse-transcript (RT)-PCR validation, the 824WT and 824ccpA were grown anaerobically in P2 medium at 37°C. The fermentations were conducted in BioFlo 110 bioreactors (New Brunswick Scientific, Edison, NJ) with 1.5 L working volumes, in which pH value was controlled over 5.0 by adding 9% (w/v) aqueous ammonia and mixed sugars (40g/L d-glucose and 20g/L d-xylose) were used as the carbon sources. In the fermentations without pH control, lower sugar concentration was adopted, and the fermentation was performed in 100 mL serum bottle with 50 mL working volume.

### Microarray analysis

Total RNA was extracted from the 824WT and 824ccpA strain, which were grown in the pH-controlled P2 medium containing 40 g/L d-glucose and 20 g/L d-xylose as the carbon sources, at four time points: middle exponential (time point M), late exponential (time point L), transition (time point T) and stationary phases (time point S) (Figure 1A). For investigating the glucose repression in the 824WT, samples were collected at time point S (d-glucose remained then) and S2 and S3 (d-glucose was exhausted at these two time points) (Additional file 1A). After centrifugation at 4°C, 5000 × *g* for 10 min, the cell pellets were collected and frozen immediately using liquid nitrogen and then ground into powder. Total RNA was extracted using Trizol™ (Invitrogen, Carlsbad, CA) and purified using RNeasy™ cleanup kit (Qiagen, Inc., Valencia, CA) according to the manufacturer’s instructions.

For microarray analysis, Algilent custom 60-mer oligonucleotide microarrays were used, in which a 60-mer oligonucleotide probe was used for each gene. Single-color microarray assays were performed by Shanghai Biochip Co. Ltd. (Shanghai, China) according to standard protocols provided by Agilent Technologies. In brief, RNA was reversely transcribed to cDNA using Moloney murine leukemia virus (MMLV) reverse transcriptase (Invitrogen, Carlsbad, CA). cDNA was transcribed with T7 RNA polymerase (New England BioLabs, Beverly, MA), resulting in aminoacyl-UTP (aaUTP, Ambion, Austin, TX)-labeled cRNA. cRNA was further labeled with Cy3 NHS ester (GE healthcare, Waukesha, WI) for both the 824WT and 824ccpA, and then hybridized to the probes (size: 60mer; three technical replicates for each ORF) on 8 × 15K custom 60-mer oligonucleotide chip as described previously [93]. Arrays were scanned with 5-μm resolution using an Agilent DNA Microarray scanner (G2565BA, Agilent Technologies, CA). The raw data was normalized across all arrays by quantile normalization [94] function from Feature Extraction software (Agilent Technologies, Santa Clara, CA) and then analyzed in GeneSpring GX (Agilent Technologies, Santa Clara, CA). To investigate expression fold changes of genes in the 824ccpA versus the 824WT, change-fold of every gene was obtained by dividing the normalized signal intensities of the same gene at each time point. 2-fold change was chosen as a threshold for differential expression. Average linkage hierarchical clustering was performed using Cluster 3.0 [95], and the resulting gene clusters were visualized in Java TreeView [96,97].

### Identification of CcpA-binding sites in *C. acetobutylicum*

The regulatory Sequence Analysis Tools (RSAT) [98] was used to retrieve the upstream non-coding regions of the genes that exhibit significant (≥2 fold) up-regulation and down-regulation after *ccpA* inactivation. Gibbs Motif Sampler program [30] was then used to discover the putative CcpA-binding sites, namely CRE (Catabolite Responsive Element) sites, located in these upstream regions based on a 16 bp “motif width” from the previous findings in *B. subtilis*[99,100] and *C. acetobutylicum*[57]. For those up-regulated genes, total 42 putative CRE sites were discovered through a “recursive” sampler mode of this method, thereby yielding a motif probability model, whereas no putative CRE sites were found for the down-regulated genes using this method. This motif probability model was then submitted to TOMTOM [101] for comparison against known motifs database RegTransBase [102] to see whether the newly discovered, putative CRE sites resembled previous discovered *B. subtilis* CRE motifs. A profile Hidden Markov Model (HMM) was constructed based on the training set (42 CRE sites obtained from Gibbs Motif Sampler analysis) with HmmBuild program included in HMMER 2.3 ( http://hmmer.janelia.org/) [31,103]. The profile HMM was then calibrated with HmmCalibrate program included in HMMER 2.3, resulting in a calibrated profile HMM. Then we used this calibrated profile HMM as a query to search the whole genome of *C. acetobutylicum* with HmmSearch program included in HMMER 2.3. The lowest positive score (i.e. =1.6), obtained from HMM search against the training set, was defined as the significance score. The scores for CRE sites were automatically assigned by the HmmSearch program. Two criteria were adopted here to yield putative CRE sites: *i*) sites with score over the significance score; *ii*) sites with score slightly lower than the significance score, but their corresponding genes exhibiting significant changes after *ccpA* inactivation. We removed some CRE sites based on the following criteria: *i*) the site was located at the end of ORF when an other CRE site with higher score was found in the 5’ -region of the ORF or found in the promoter; *ii*) the site was located in ORF of a gene which was positively regulated by CcpA, because, for those genes directly activated by CcpA, their CRE sites was normally found in the upstream region of promoter, such as *pta*[104], *ack*[105,106] and *ilvB*[107] in *B. subtilis*. The CRE sites alignment was performed through the MUSCLE [108] and the result was visualized using Weblog 3.2 [109].

### Analytical methods

The cell density (A_600_), residual sugars and metabolites (acids and ABE solvents) were determined using the methods described previously [11].

### Quantitative real-time RT-PCR analysis

The samples for microarray validation were collected from two independent cultures of *C. acetobutylicum*. RNA was extracted by using the procedure described previously [11]. cDNAs were synthesized using RTase M-MLV (RNase H^**-**^) reverse transcriptase (Takara, Japan). The PCR reaction was carried out in a Rotor-Gene 2000 real-time thermal cycling system (Corbett Research, Australia), using the following condition: 95°C for 2 min, followed by 40 cycles of 95°C for 15 s, 55°C for 20 s, and 72°C for 20 s. 

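The probe of CAC2679 gave normalized log2 signals of 6.57, 6.47, 6.40 and 6.19 in 824WT at M, L, T and S, and of 6.24, 6.38, 6.50 and 6.22 in 824ccpA. Its log2 ratios were -0.33 ± 0.06, -0.09 ± 0.08 and 0.09 ± 0.14 at M, L and T. At S it was not well above background in 824ccpA, so that its log2 ratio of 0.03 is no measured fold. Under the 75th percentile scaling the ratio was 0.06 at L and -0.35 at S. It did not pass the test over the 4 phases (adjusted p = 0.72 from limma), and it was not past 2-fold at any phase under any alternative run.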

The pullulanase gene (CAC2679) was used as an internal control according to the previous report [110], and the microarray result here also indicated that CAC2679 had a constant expression profile in both the 824WT and 824ccpA strains (Additional file 2). Two biological repeats were performed for each gene and the change-fold was the mean ± SD of the two independent biological replicates. The primers used for real-time PCR were listed in Additional file 9: Table S5.

### Overexpression and purification of His_6_-tagged CcpA protein in *E. coli*

The *ccpA* gene was amplified from the genomic DNA of *C. acetobutylicum* ATCC 824 using the primer pair CAC3037-for/CAC3037-rev (Additional file 9). The amplified DNA was digested with *BamHI*/*Xho*I and cloned into pET28a (Novagen, Madison, WI) plasmid, yielding pET28a-ccpA. The resulting plasmid was transformed into *E. coli* Rosetta (DE3) (Novagen, Madison, WI). Gene expression was induced at 30°C for 3 hours by adding 1.0 mmol/L Isopropyl-β-D-thio-galactoside (IPTG) when A_600_ reached to 0.8. Cells were harvested by centrifugation (10 min, 5000 × *g*, 4°C), washed with a solution of 20 mM Tris–HCl, pH 7.9, 500 mM KCl, 10% (*v*/*v*) glycerol and 10 mM imidazole, and then disrupted by French Press (Constant Systems Limited, UK). Cell debris and membrance fractions were separated from the soluble fraction by centrifugation (20 min, 20, 000 × *g*, 4°C). The soluble fraction was loaded onto a Ni Sepharose™ 6 fast flow agrose (GE Healthcare, Waukesha, WI) column for purification of His_6_-CcpA protein. Protein was eluted by using a buffer (pH 7.9) containing 20 mM Tris–HCl, 500 mM KCl, 10% (*v*/*v*) glycerol and 200 mM imidazole. The eluent fraction was then transferred to Amicon Ultra-15 Centrifugal Filter (Milipore, Billerica, MA) and eluted for three times by using a buffer (pH 7.9) containing 20 mM Tris–HCl, 500 mM KCl, 10% (*v*/*v*) glycerol. The purified protein was stored at −80°C.

### Electrophoretic mobility shift assay (EMSA)

A universal primer (5’-AGCCAGTGGCGATAAG-3’) was labeled at 5’-terminal with Cyanine 5 (Cy5) (Biosune BioTec Inc., Shanghai). Cy5-labeled DNA probes were generated by two steps PCR amplification: first, double-stranded DNA fragments were amplified from the genomic DNA of *C. acetobutylicum* ATCC 824 using specific primer pairs containing universal primer sequence in the 5’-terminal; second, Cy5-tag was added to the above DNA fragments by PCR reaction using the universal primer labeled with Cy5. The resulting Cy5-labeled probes were recovered by agarose gel electrophoresis. EMSA was performed using a constant amount (~ 0.04 *p*mol) of labeled DNA probe.

His_6_-CcpA protein was pre-incubated with 0.04 *p*mol Cy5-labeled probe in a buffer containing 20 mM Tris–HCl, pH 7.9, 5% glycerol, 40 ng/mL bovine serum albumin (BSA), 0.25 mM DTT, 10 mM MgCl_2_, 20 mM KCl, and 50 ng/μL fish sperm DNA. The reaction mixture was incubated at room temperature for 15 min and then loaded on a 6% polyacrylamide (acrylamide: bis-acrylamide = 80:1) gel (20 μL per lane). The gel was first pre-run in 0.5 × TBE buffer at 120 V for 30 min in an ice-bath, then 20 μL of reaction mixture was loaded and electrophoresis continued for another 90 min. The gel was visualized using Starion FLA-9000 Scanner (FujiFilm, Japan).

### Sporulation assay

Sporulation analysis was performed according to the previous method [111]. The strains were grown in liquid CGM medium for 20–24 h. The same amount (A_600_) of the 824WT and 824ccpA cultures were then taken and spread onto CBM plates. At four time points (2, 4, 6 and 8d) of cultivation, all colonies on each CBM plate were collected, resuspended in 5 mL liquid CGM medium and quantified based on A_600_. The cell suspension was then halved: one part was subject to heat shock at 80°C for 10 min to kill all vegetative cells while the other part was not. 100 μL suspension of each treatment with appropriate dilution was spread onto the CGM plate again, and the plates were incubated anaerobically at 37°C for 48 h. Colonies on each CGM plate were counted. The sporulation rate was calculated based on the following formula:

$$\left({\text{colonies}}_{\text{heatshock}}/{\text{A}}_{600\text{heatshock}}\right)/\left({\text{colonies}}_{\text{non}-\text{heatshock}}/{\text{A}}_{600\text{non}-\text{heatshock}}\right)\text{.}$$

### Microarray data set accession number

The raw DNA microarray data set analyzed in this paper has been submitted to the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE33364.

## Misc

Cong Ren and Yang Gu contributed equally to this work.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

CR, YG, WJ, SY and WZ conceived of the study. WJ supervised the research, and participated in writing the manuscript. CR, YG and WZ drafted the manuscript. CR and YG carried out the genetic manipulation, fermentation, sporulation test, microarray experiment and EMSA analysis. YW did protein purification and participated in EMSA analysis. CR and CY did the bioinformatics analysis. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1.** Comparison of the expression levels of the CcpA-repressed genes involved in carbohydrates metabolism in *C. acetobutylicum* ATCC 824 (824WT) in the presence and absence of d-glucose. Most of the CcpA-repressed genes exhibited significant upregulation when d-glucose was depleted (S2 and S3) in wild-type strain 824WT. Click here for file

Additional file 2: **Table S1.** Microarray data. The file lists the complete set of data from microarray experiment and the genes exhibiting 2-fold changes in the *ccpA* mutant (824ccpA) compared to its parental strain (824WT) at each time point. Click here for file

Additional file 3 **Table S2.** Identified putative CcpA-binding sites in *Clostridium acetobutylicum.* The table lists all of predicted catabolite repression elements (CREs) in *Clostridium acetobutylicum*. HMM method was used for the prediction. The training set for HMM search was obtained from microarray expression data. The genes up-regulated or down-regulated in transcript levels were indicated. Click here for file

Additional file 4 **Table S3.** List of the up-regulated genes involved in carbohydrates metabolism after *ccpA* inactivation and their putative CcpA binding sites (CREs). Click here for file

Additional file 5 **Table S4.** List of the down-regulated genes involved in carbohydrates metabolism after *ccpA* inactivation and their putative CcpA binding sites (CREs). Click here for file

Additional file 6 **Figure S2.** Genomic organization of the genes involved in pentose utilization and the corresponding binding loci of CcpA. Genes from the same operon are marked in the same color. Click here for file

Additional file 7 **Figure S3.** Quantitative RT-PCR analysis of gene *araR*, gene *araD* and gene *ptk* to assess the impact of l-arabinose on transcription of the gene cluster *araR-araD-araA1-ptk.* The fold difference in gene expression is calculated as the gene expression level in the cultures (grown in d-glucose-l-arabinose mixture) divided by that of the wild-type strain grown in l-arabinose. Click here for file

Additional file 8 **Figure S4.** Quantitative RT-PCR analysis to assess the impact of d-glucose on the expression of *bukII* (CAC1660) and *bukI* (CAC3075) in *C. acetobutylicum* ATCC 824. Cells were harvested from SMP2 medium with 20 g/L d-glucose (M + G) or without d-glucose (M) at late exponential phase (A600 = 2.0). Click here for file

Additional file 9 **Table S5.** primers used in this study. The file lists all of the primers used in this study. Click here for file

# Supplementary material for: Pleiotropic functions of catabolite control protein CcpA in Butanol-producing Clostridium acetobutylicum
**Source:** BMC Genomics. 2012 Jul 30;13:349. doi: 10.1186/1471-2164-13-349
**Supplement:** Additional file 6 — Figure S2. Genomic organization of the genes involved in pentose utilization and the corresponding binding loci of CcpA. Genes from the same operon are marked in the same color.

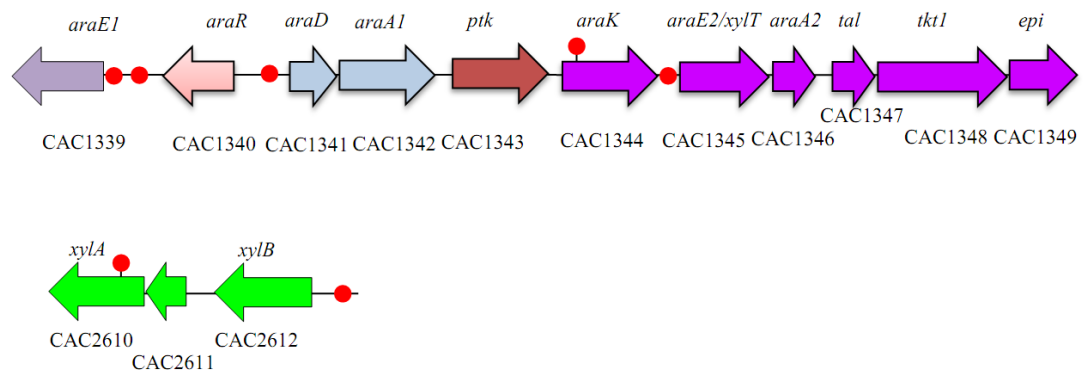

● CcpA binding site (CRE)

Additional file 6. Genomic organization of genes involved in pentose utilization and the corresponding binding loci of CcpA. Genes (shown by arrows) from the same operon are marked in the same colors. The binding sites of CcpA are shown by red circles.

# Supplementary material for: Pleiotropic functions of catabolite control protein CcpA in Butanol-producing Clostridium acetobutylicum
**Source:** BMC Genomics. 2012 Jul 30;13:349. doi: 10.1186/1471-2164-13-349
**Supplement:** Additional file 7 — Figure S3. Quantitative RT-PCR analysis of gene araR, gene araD and gene ptk to assess the impact of l-arabinose on transcription of the gene cluster araR-araD-araA1-ptk. The fold difference in gene expression is calculated as the gene expression level in the cultures (grown in d-glucose-l-arabinose mixture) divided by that of the wild-type strain grown in l-arabinose.

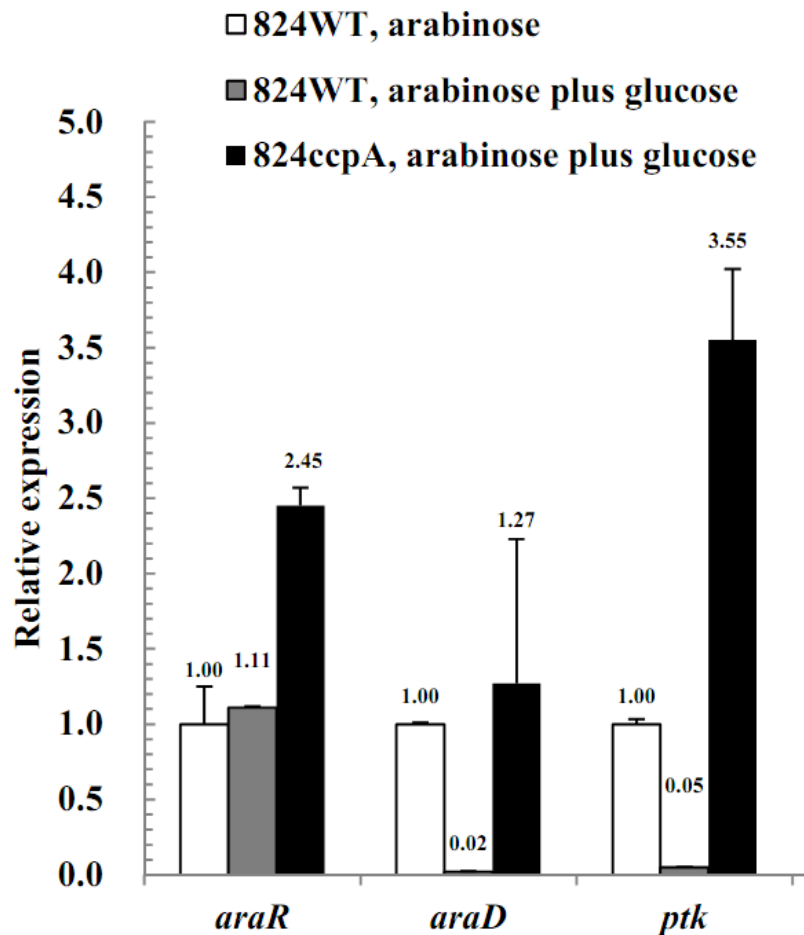

Additional file 7. Quantitative RT-PCR analysis of gene *araR*, *araD* and gene *ptk* to assess the effect of L-arabinose on the transcription of gene cluster *araR-araD-araA1-ptk*. Total RNA was isolated from *C. acetobutylicum* ATCC 824 wild-type (824WT) and its *ccpA*-inactivated strain (824ccpA). The cells were harvested from P2 medium [without pH controlling and using L-arabinose or L-arabinose-D-glucose mixture (D-glucose, 20 g/L; L-arabinose, 10 g/L) as the carbon sources] at the middle exponential phase ($A_{600} \approx 1.5$). The expression levels of each gene were normalized to the gene expression in the wild-type strain grown on L-arabinose.

# Supplementary material for: Pleiotropic functions of catabolite control protein CcpA in Butanol-producing Clostridium acetobutylicum
**Source:** BMC Genomics. 2012 Jul 30;13:349. doi: 10.1186/1471-2164-13-349
**Supplement:** Additional file 8 — Figure S4. Quantitative RT-PCR analysis to assess the impact of d-glucose on the expression of bukII (CAC1660) and bukI (CAC3075) in C. acetobutylicum ATCC 824. Cells were harvested from SMP2 medium with 20 g/L d-glucose (M + G) or without d-glucose (M) at late exponential phase (A600 = 2.0).

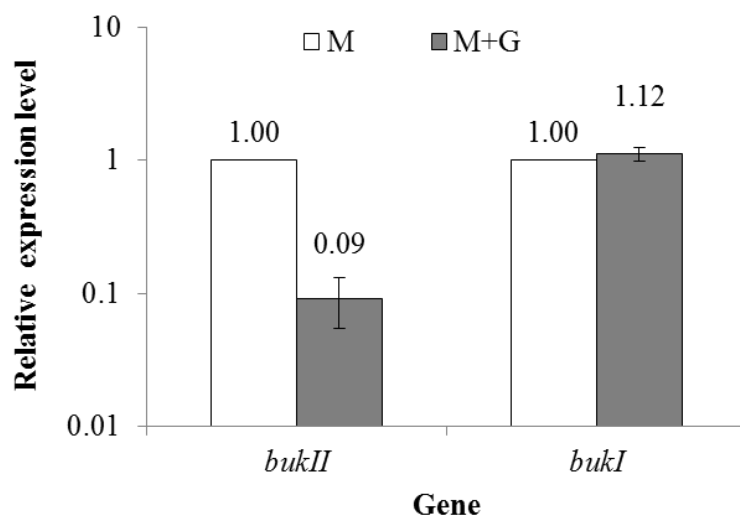

Additional file 8. Quantitative RT-PCR analysis to assess the impact of D-glucose on the expression of *bukII* (CAC1660) and *bukI* (CAC3075) in *C. acetobutylicum* ATCC 824. Cells were harvested from SMP2 medium with 20 g/L D-glucose (M+G) or without D-glucose (M) at late exponential phase ($A_{600} = 2.0$).

# Supplementary material for: Pleiotropic functions of catabolite control protein CcpA in Butanol-producing Clostridium acetobutylicum
**Source:** BMC Genomics. 2012 Jul 30;13:349. doi: 10.1186/1471-2164-13-349
**Supplement:** Additional file 9 — Table S5. primers used in this study. The file lists all of the primers used in this study.

Additional file 9. Primers used in this study.

Primer name	Sequence (5'-3')	Description
Psol(EMSA)-for	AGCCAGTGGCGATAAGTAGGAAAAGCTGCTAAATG	forward EMSA probe primer for promoter of <i>sol</i> operon (CAP0162-64)
Psol(EMSA)-rev	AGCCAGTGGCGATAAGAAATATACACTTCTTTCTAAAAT	reverse EMSA probe primer for promoter of <i>sol</i> operon (CAP0162-64)
PxylB(EMSA)-for	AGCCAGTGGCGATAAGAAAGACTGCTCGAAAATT	forward EMSA probe primer for promoter of <i>xylB</i> (CAC2612)
PxylB(EMSA)-rev	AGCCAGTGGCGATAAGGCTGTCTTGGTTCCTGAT	reverse EMSA probe primer for promoter of <i>xylB</i> (CAC2612)
ParaE(EMSA)-for	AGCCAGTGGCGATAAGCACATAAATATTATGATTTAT	forward EMSA probe primer for promoter of <i>araE</i> (CAC1339)
ParaE(EMSA)-rev	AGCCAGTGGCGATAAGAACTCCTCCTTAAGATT	reverse EMSA probe primer for promoter of <i>araE</i> (CAC1339)
CAC1790-for	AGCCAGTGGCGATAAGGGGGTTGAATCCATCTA	forward primer for non-specific competitor in EMSA analysis
CAC1790-rev	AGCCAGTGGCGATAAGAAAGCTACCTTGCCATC	reverse primer for non-specific competitor in EMSA analysis
Cy5-tag primer	Cy5-AGCCAGTGGCGATAAG	universal primer for adding Cy5 tag
CAC3037-for	CGGGATCCATGGCTGCCTCTATTAAAG	forward primer for expression of CcpA in <i>E.coli</i>
CAC3037-rev	CCCTCGAGTTTTGCGTGAGGGTTTTAC	reverse primer for expression of CcpA in <i>E.coli</i>
qCAC1345-for	AGCTGTAGGTGGAGCTTCTGCTTT	forward qRT-PCR primer for <i>xylT</i> (CAC1345)
qCAC1345-rev	TCCAACGCCATCCTTCAAATGCAC	reverse qRT-PCR primer for <i>xylT</i> (CAC1345)
qCAC2612-for	AGTAAGTGGTGGAGGTG	forward qRT-PCR primer for <i>xylB</i> (CAC2612)
qCAC2612-rev	ATTGCTACGCCAAGTGC	reverse qRT-PCR primer for <i>xylB</i> (CAC2612)
qCAC1348-for	AATGCTGTGGGAATGGCAATAGCG	forward qRT-PCR primer for <i>tkl</i> (CAC1348)
qCAC1348-rev	TGCAAGAGAACTTGCCTCTCCTGA	reverse qRT-PCR primer for <i>tkl</i> (CAC1348)
qCAC1941-fw	GGAATAGTAAGAAAATTGGATAG	forward qRT-PCR primer for <i>abrB1941</i> (CAC1941)
qCAC1941-rev	GCTTCACCGCAGAACAC	reverse qRT-PCR primer for <i>abrB1941</i> (CAC1941)
qCAC1660-for	TGGAGGTATAGCCTACAATAAG	forward qRT-PCR primer for <i>bukII</i> (CAC1660)
qCAC1660-rev	CCTTCTGCTAGTGCTAACAT	reverse qRT-PCR primer for <i>bukII</i> (CAC1660)
qCAC3319-for	AGAAGCGGAGGTACAGG	forward qRT-PCR primer for orphan kinase CAC3319
qCAC3319-rev	TTGGATTTGCTATGGGT	reverse qRT-PCR primer for orphan kinase CAC3319

qCAC3673-for	CTGGAATAGTGATTGAGGGACAGC
qCAC3673-rev	AGATGCATACATTTCCCAGCACCC
qCAC2966-for	TTTGAGGAGCTTTCACCAAGTG
qCAC2966-rev	CCTTTATAAGACCTGCTGCTAGCCT
qCAC3647-fw	AGAACATTAGAAATAGCAGAG
qCAC3647-rev	GCATCTCCACAGAAAATAC
qCAC1653-for	AGCATCCACCTGAAATG
qCAC1653-rev	TTACCTCCAAGCACAAA
qCAP0164-for	ACGGAATAGTTGGAATGGGCGCTA
qCAP0164-rev	TGTGCCGTCAGGAAGTACTGTTGT
qCAC0103-fw	TTTTAGGGAAAGATTTTGTAGAG
qCAC0103-rev	TATGCCTTTTGGGTCTCG
qCAC0570-for	AAGGTGCTTGAAGCTATAGGCGGA
qCAC0570-rev	CTGTCATTACTCCAGCTGCTCCAA
qCAC0310-fw	TTTATGTAGATGGTGAGCAA
qCAC0310-rev	ATAGTTGATAACATCGCTTG
qCAC1340-fw	TGGAGGACACGCTTTATTC
qCAC1340-rev	TATGAGGCATTTAGGGTTAC
qCAC1341-fw	TTCACCTTGGGCTACATC
qCAC1341-rev	CTGGAACATCATTTGGG
qCAC1343-fw	CCAGCAGATGCCAATACC
qCAC1343-rev	TTACTTGCCCAATCCCAAATG

forward qRT-PCR primer for <i>xylR</i> (CAC3673)
reverse qRT-PCR primer for <i>xylR</i> (CAC3673)
forward qRT-PCR primer for <i>lacR</i> (CAC2966)
reverse qRT-PCR primer for <i>lacR</i> (CAC2966)
forward qRT-PCR primer for <i>abrB3647</i> (CAC3647)
reverse qRT-PCR primer for <i>abrB3647</i> (CAC3647)
forward qRT-PCR primer for glycosyltransferase CAC1653
reverse qRT-PCR primer for glycosyltransferase CAC1653
forward qRT-PCR primer for <i>sol</i> operon(CAP0162-64)
reverse qRT-PCR primer for <i>sol</i> operon(CAP0162-64)
forward qRT-PCR primer for <i>cysC</i> (CAC0103)
reverse qRT-PCR primer for <i>cysC</i> (CAC0103)
forward qRT-PCR primer for glucose-PTS system CAC0570
reverse qRT-PCR primer for glucose-PTS system CAC0570
forward qRT-PCR primer for <i>abrB310</i> (CAC0310)
reverse qRT-PCR primer for <i>abrB310</i> (CAC0310)
forward qRT-PCR primer for <i>araR</i> (CAC1340)
reverse qRT-PCR primer for <i>araR</i> (CAC1340)
forward qRT-PCR primer for <i>araD</i> (CAC1341)
reverse qRT-PCR primer for <i>araD</i> (CAC1341)
forward qRT-PCR primer for <i>ptk</i> (CAC1343)
reverse qRT-PCR primer for <i>ptk</i> (CAC1343)

How the deposited data were processed for this re-analysis (not part of the article)

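RNA of *C. acetobutylicum* 824WT and 824ccpA from 4 phases of batch culture (M, L, T and S) was measured on 8 arrays, 1 for each strain and phase. The authors labelled the RNA with Cy3, hybridized it to Agilent arrays and read the spots with Feature Extraction. The deposited scanner files hold an intensity for each of 14981 gene spots, detrended within an array and not normalized between arrays, the raw spot and local background intensity, and marks for saturation, outliers and signals well above background. The deposited table holds log2 values for 3848 probes, which the authors quantile-normalized and combined over spots. The arrays hold 4077 probes, of which the 50 without a gene name have 58 spots each and the others 3, and 536 control spots per array were left out. Saturated spots numbered 0 on every array. The median signal ran from 329.8 to 693.9, and the median spread (SD) between spots of a probe from 0.071 to 0.0823 on the log2 scale.

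Here the detrended intensities were put on the log2 scale, spots marked as outliers (224 to 388 per array) were left out, the 8 arrays were quantile-normalized on spots, and spots were averaged per probe. The result and the deposited log2 values had r between 0.9965 and 0.9994 across genes. A probe was given a gene name where the files name its locus: 3798 of the 3848 probes, 171 of them on pSOL1. For the other 50 no name is given, and 25 loci of the text or the lists have no named probe. The ratio of 824ccpA over 824WT was taken per phase with a threshold of 2. Its error is the standard error over spots. Limma 3.58.1 in R 4.3.3 tested the strain effect with the phase as a block in 3723 genes with at least 2 spots well above background on 1 array or more, with Benjamini-Hochberg adjustment at 0.05 and 3 residual degrees of freedom. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 did the rest.

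There were 46 gene lists, 25 from the study text and 21 from background knowledge or product names. Lists from product names could use the part of the supplementary table at hand only, so members are missing where the table breaks off. Each list's median was set beside 10000 random lists of the same size, drawn from 20 bins of mean signal, with seed 20120730. The draws take genes as independent, which neighbours in an operon are not, so a median outside their range is a description and not a test. The 216 named genes are every gene the text or Table 2 names, the 10 highest and 10 lowest genes called by limma with the same direction in all phases, the 3 highest and 3 lowest per phase, and up to 4 members of each list with the largest mean ratio. The paper's fold changes had been seen before this rule was set. Shares of genes with a listed CRE site carry exact 95% intervals. Bootstrap errors rest on 1000 draws.

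The unit CAC3425 to CAC3427 could not be measured, since no probe is named for it. The paper's fold values are 25, 25 and 7 for CAC3425 at M, L and T, 5.37, 4.7 and 4.19 for CAC3426, and 2.12 at M and 2.28 at T for CAC3427. For *bukII* (CAC1660) they are 4.34, 4.92, 5.38 and 5.18, and for *adhE2* (CAP0035) 0.305 at T.

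The alternatives were the 75th percentile of each array in place of quantile normalization, normexp background correction with an offset of 50, the deposited log2 values, a floor at the lowest well-above-background signal, the median of spots, outlier spots kept, other filters, no phase block, an intensity trend in limma, 1 phase left out at a time, a 2-fold difference required as well, sites with a score of at least 1.6, and upstream sites only. The slide as a block, M and L alone, genes above background on both arrays and ORF sites alone were added after the results had been seen. Since slide 1 holds 824WT at T and S only, the strain effect with the slide as a block is that of M and L, and it does not check the effect at T and S.

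The code was tested on simulated data. In each of 10 runs, 200 of 3720 genes were changed, so that each fold had 500 changed genes over the runs. Limma recovered 55.4%, 85%, 92.6% and 97.4% of genes changed 2-, 4-, 8- and 16-fold, and 4.51% of its calls were unchanged genes. The noise was drawn independently for each array, so these rates cover neither serial samples of a culture nor the slide. The 2-fold call found 2.4% of genes changed 1.5-fold and 98.8% of those changed 3-fold, and 0.74% of unchanged genes. It was simulated from the spread of the spots on the 824WT M array, so its rates cover no spread between arrays or cultures. Of 200 lists of 10 unchanged genes 3% lay outside the middle 95% of random lists, and of 200 shifted lists 100%. Arrays of other experiments in the paper were not at hand.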

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

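The tests of signals near background and of qRT-PCR for the sulfate genes, of a slide difference common to T and S, of saturation and of the splits of the arrays were chosen after the results were seen.

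The 824ccpA S array stood apart from the other 3 arrays of that strain in 3 measures of its signal: 75.1% of genes well above background, a lowest signal of 10.21 and a spread of 36.56 among its negative controls. Of 20 groups of 4 arrays tested, 3 held such an array. Chance marks about 5% of groups, and the 3 measures of an array are not independent.

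The 9 sulfate assimilation genes, which reduce sulfate for cysteine synthesis, had a median log2 ratio of -2.25 at M, -2.32 at L, 5.86 at T and 6.24 at S (5.63 after normexp correction), and the difference between the phases was not tested. In 824WT their median signal fell by 6.70 on the log2 scale from L to T, and in 824ccpA, with both arrays on 1 slide, it was 1.70 higher at T than at L. All 9 were well above background on all 8 arrays, which argues against signals near background. For *cysC* (CAC0103), the published qRT-PCR ratios, from 2 cultures and without a slide, are 0.04 ± 0.01 at M and 49.14 ± 41.18 at S (log2 -4.64 and 5.62), which argues against the slide as the cause of its turn between M and S. For the other 8 genes, and for L and T, the slide stays a candidate explanation, since phase and slide change together in 824WT, beside a difference between the strains in the timing of sulfate use.

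Other lists also took opposite directions in different phases, and none of these differences was tested. Tryptophan synthesis had a median of 4.12 at M and -3.48 at T, riboflavin synthesis 2.35 at S (3.02 under the 75th percentile scaling, 3.17 in the deposited values) and -2.11 at T, chaperones and heat shock 1.04 at M and -1.56 at L, and iron uptake 2.01 at S and -2.17 at M.

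Among single genes the same held, again without a test of the difference. CAC0254 had a log2 ratio of 1.27 at S and -2.10 at T, CAC0385 3.45 at L and -1.21 at T, CAC0626 1.23 at M and -2.50 at T, CAC0787 3.22 at S and -4.52 at M, CAC1032 3.05 at S and -4.70 at M, and CAC1478 2.40 at S and -2.34 at L. In all, 182 genes were at least 2-fold higher in one phase and at least 2-fold lower in another, 143 of them with both signals well above background.

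The arrays also hold 229 probes for genes of another strain, which the authors left out. Of these, 181 were well above background on all 8 arrays.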

How the results depend on the processing

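The settings with the slide as a block, with M and L alone, with genes above background on both arrays and with ORF sites alone were chosen after the results were seen, and all other settings before the data were examined. Over the counts, shares and correlations 101 alternatives stayed within the bounds set for them and 22 moved. Over the gene lists 1059 stayed, 242 moved and 4 turned direction, and over the named genes 3858 stayed, 1319 moved and 7 turned. A turn was counted only for a list median outside the middle 95% of random lists, or for a gene at least 2-fold different with a signal well above background in either strain; values nearer 0 that changed sign are among those that stayed or moved. For each change below the cause was not tested.

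After normexp background correction the genes at least 2-fold lower were 162 at M, 153 at L, 174 at T and 248 at S, and those higher at S 255. With signals raised to the lowest well-above-background signal, 718 genes were higher and 331 lower at S, and limma called 188 genes lower. At S that signal was 5.8 (log2) in 824ccpA and 2.2 in 824WT, so raising by itself makes dim genes higher in 824ccpA. Among genes well above background on both arrays, 251 were lower at S. Without the phase block limma called 162 genes higher and 101 lower, and with the slide as a block, where the strain effect rests on M and L alone, 169 and 99. With a 2-fold difference required as well, 147 were lower. Leaving out 1 phase gave 140 (without L) to 387 (without S) higher genes and 82 (without L) to 406 (without S) lower ones. With upstream sites only, the share of genes at least 2-fold higher was 29.4% at T and 35.7% at S.

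Of the list medians outside the middle 95% of random lists, these 4 changed sign: the cellulose genes (-0.15) and the sulfate assimilation cluster (-2.22) over M and L alone, Table 2 at L with raised signals (-0.23), and chemotaxis at S under the 75th percentile scaling (-0.06). Of the genes at least 2-fold different, these 7 changed sign with raised signals: log2 ratio of CAC1335, phase S, to 0.30, log2 ratio of CAC1563, phase S, to 0.99, log2 ratio of CAC2092, phase S, to 1.09, log2 ratio of CAC2303, phase S, to 0.47, log2 ratio of CAC2905, phase S, to 1.44, log2 ratio of CAP0150, phase S, to 1.53 and log2 ratio of CAC2966, phase L, to -0.23. Each had a signal not well above background in 1 strain at that phase and has no measured fold there.

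Scaled by the 75th percentile, median log2 ratios moved to these values: xylose operon T 2.74, *araR* to *ptk* L 0.18, S 0.55, CAC0708 S 0.37, granulose synthesis T -1.38, S -2.41, cellulose genes L 0.12, *ctfA* and *ctfB* M -1.86, L -3.30, S -0.22 and *adc* L -0.21, S 0.53. Next came acid formation M 0.12, L -0.30, sigma factor genes S -1.99, sigma-E group S -2.89, sigma-F group L -1.48, S -2.11, CAC2679 M -0.14, L 0.06, S -0.35, *ccpA* T 0.43 and butyryl-CoA formation M -0.35, L -0.04, T -0.09. Others were fatty acid synthesis T 0.35, F-type ATPase L -0.32, T -0.36, arginine synthesis T -0.34, riboflavin synthesis S 3.02, chaperones T -0.83, ribosomal proteins L -0.34 and flagellum S -0.01. In addition came chemotaxis S -0.06 and pSOL1 genes M -0.50, T -0.44, S -0.38.

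After normexp correction the medians that moved were xylose operon M 4.85, arabinose cluster M 2.71, L 2.74, T 2.38, S 3.23, *araR* to *ptk* S 0.33, CAC1453-CAC1456 unit L 1.36, CAC0708 S 0.22, granulose synthesis M -0.70, L -0.98, T -0.86, S -0.90 and starch degradation M 1.51, L 2.53. Next came glucanases M 2.24, L 2.72, cellulose genes M -0.29, T 0.40, hemicellulose degradation M 1.35, L 1.24, T 1.11, *ctfA* and *ctfB* M -1.65, L -3.07, acid formation M 0.15, L -0.33, sigma factor genes M -0.41, L -0.35, T -0.32, S -0.68 and sigma-E group M -0.59, L -1.04, T -1.16, S -1.26. Others were sigma-F group M -0.45, L -0.72, T -0.90, S -0.71, sigma-G group M -0.17, L -0.35, T -0.58, S -0.91, sigma-K group M -0.10, L -0.31, T -0.42, S -0.86, Table 2 genes S 0.35, sulfate assimilation cluster S 5.63, butyryl-CoA formation M -0.31 and arginine synthesis S 0.87. In addition came nitrogen fixation T -2.53, other PTS genes M 2.47, L 2.66, S 2.18, ribosomal proteins T -0.01, chemotaxis M -0.34, T -0.46, other sporulation genes M -0.21, L -0.27, S -0.22, iron uptake T -0.61 and pSOL1 genes M -0.28, L -0.26, T -0.22, S -0.11.

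In the deposited values they were xylose operon T 2.72, CAC0708 L -0.15, granulose synthesis M -0.94, L -1.38, T -1.26, S -1.31, *ctfA* and *ctfB* M -1.81, L -3.25, T -2.09, *adc* S 0.82, acid formation M 0.12, L -0.18, T -0.21 and sigma factor genes M -0.60. Next came sigma-E group M -1.03, L -1.50, S -2.23, sigma-F group M -0.74, L -1.30, T -1.66, CAC2679 M -0.07, L 0.12, S 0.36, butyryl-CoA formation M -0.33, L -0.19, T -0.38, S -0.62, F-type ATPase T -0.62, histidine synthesis S -0.37 and riboflavin synthesis T -2.36, S 3.17. Others were nitrogen fixation M -0.07, L 0.10, chaperones T -1.13, chemotaxis M -0.36, other sporulation genes S -0.22 and pSOL1 genes M -0.43, L -0.40, S -0.06.

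With signals raised to the lowest well-above-background signal they were granulose synthesis S -1.42, hemicellulose degradation L 2.22, sigma factor genes S -0.76, sigma-E group M -1.18, S -1.73, sigma-G group S -1.23, sigma-K group S -0.92 and Table 2 genes L -0.23. Next came other sporulation genes S -0.22 and pSOL1 genes M -0.49, S -0.05. With the median of the spots they were granulose synthesis L -1.64, T -1.56, acid formation M 0.19, L -0.28 and butyryl-CoA formation M -0.30, L -0.14. With outlier spots kept they were granulose synthesis S -1.57, *ctfA* and *ctfB* L -3.18, *adc* S 0.31, acid formation M 0.19, L -0.23 and butyryl-CoA formation L -0.11.

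Over M and L alone, both within a slide, the medians that moved were xylose operon 5.20, *araR* to *ptk* 0.21, CAC2018 2.17, granulose synthesis -1.39, cellulose genes -0.15, *ctfA* and *ctfB* -2.45 and *adc* 0.20. Next came sigma-E group -1.62, sigma-K group -0.57, *ccpA* 0.85, sulfate assimilation cluster -2.22, butyryl-CoA formation -0.20, fatty acid synthesis 0.43 and F-type ATPase -0.64. Others were purine synthesis 1.65, arginine synthesis 0.77, tryptophan synthesis 0.97, histidine synthesis 0.81, riboflavin synthesis -0.88, nitrogen fixation -0.14 and chaperones -0.17. In addition came ribosomal proteins -0.46, aminoacyl-tRNA synthetases -0.11, iron uptake -2.49 and pSOL1 genes -0.50. Leaving out 1 phase at a time, the median over the remaining phases ranged over these values: xylose operon 4.00 to 4.85, *araR* to *ptk* 0.20 to 0.68, granulose synthesis -1.63 to -1.44, cellulose genes 0.11 to 0.48, *ctfA* and *ctfB* -2.25 to -1.20, *adc* -0.06 to 0.19 and acid formation -0.09 to 0.06. Next came sigma-E group -2.12 to -1.79, sulfate assimilation cluster 0.25 to 3.25, butyryl-CoA formation -0.33 to -0.20, fatty acid synthesis -0.25 to 0.42, F-type ATPase -0.60 to -0.32, arginine synthesis 0.18 to 0.84 and tryptophan synthesis -1.78 to 0.61. Others were histidine synthesis 0.37 to 0.74, riboflavin synthesis -1.30 to 0.16, nitrogen fixation -1.01 to 0.12, chaperones -0.79 to -0.01, other PTS genes 2.76 to 3.53, ribosomal proteins -0.48 to -0.32 and iron uptake -1.90 to -0.30. In addition came pSOL1 genes -0.48 to -0.35.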

Differences from the paper's values

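In this part the settings with the slide as a block and with genes above background on both arrays were chosen after the results were seen.

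For *araD* (CAC1341) at S the paper gives an array ratio of 5.81, and the value here is 2.96. The deposited values (5.82) and the spots with outliers kept (5.17) come close to the paper's value. Scaling by the 75th percentile (2.43), normexp correction (1.87), raised signals (2.96) and the median of the spots (2.92) do not. These settings were all set before the data were examined.

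Genes at least 2-fold different numbered 686, 670, 638 and 985 here, and the paper gives 636, 596, 608 and 936. In the deposited values they were 637, 595, 608 and 938.

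The paper states that numbers of higher and lower genes were close at S. Here 433 were higher and 552 lower, and in the deposited values 465 and 473. Among genes well above background on both arrays, a setting chosen after the results were seen, 298 were higher and 251 lower. At T, where the paper states that higher genes were more, 332 were higher and 306 lower, but 321 and 354 under the 75th percentile scaling.

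The paper states that CAC0385 and CAC1405 were higher in 824ccpA. CAC1405 was at least 2-fold higher here at M, L and S, and CAC0385 at M and L (1.72-fold at S), while at T the log2 ratio was -1.21 for CAC0385 and -0.01 for CAC1405.

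The paper states that *abrB3647* (CAC3647) was lower throughout. Its ratio lay below 1 at each phase here, by 1.65-, 1.61- and 1.47-fold at M, L and T and past 2-fold at S alone (2.38).

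The paper states that the cellulose genes did not differ. Past 2-fold at S here were CAC0826 (2.48), CAC0910 (2.4) and CAC0913 (2.15), while 17 of 21 lay within 2-fold there and CAC1563 has no fold. CAC1563 was lower over the 4 phases (adjusted p = 0.038), but did not pass when adjusted over the list alone, with the slide as a block or without any 1 of the phases.

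The array labels give the same time for the 824WT samples of T and S (12 h). Figure 1 places the S sample of 824WT at about 18 h, read by eye.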

Other observations

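In purine synthesis, 7 of 8 genes were higher in 824ccpA over the 4 phases (7 when adjusted over the list alone, 7 with the slide as a block, and 1 without L to 7 without S). The median log2 ratio was 1.59 at M, 1.67 at L, 1.06 at T and 0.74 at S. CAC1392, the amidophosphoribosyltransferase gene at the head of the pathway, was 3.94-, 4.28-, 2.37- and 1.57-fold higher at M, L, T and S (adjusted p = 0.024), and CAC1390 had a log2 ratio of 1.62 ± 0.06 at M (adjusted p = 0.0033). The hydrogenase genes on pSOL1 were lower: CAP0142, the large subunit, by 4.82-fold at M, 9.78-fold at L and 17.4-fold at T (adjusted p = 0.0058), and CAP0141, the small subunit, by at least 6.2-, 15.5- and 19.4-fold. The text of the paper does not discuss these genes.

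The nitrogen fixation genes were all 8 at least 2-fold lower at T, with a median of -2.79, and at M, L and S the median was -0.27, -0.07 (0.05 under the 75th percentile scaling) and 0.58. Histidine synthesis had 0.86, 0.76, 0.61 and -0.25, and limma called 0 of 9 over the 4 phases and 6 without S. Arginine synthesis had 1.42, 0.17, -0.57 and 1.04. The F-type ATPase genes had -0.85, -0.44, -0.47 and -0.17, with 1 of 9 lower, CAC2868 (adjusted p = 0.029), and 0 with the slide as a block. The acid formation genes *pta* and *ack* had 0.19, -0.25, -0.07 and 0.06, and the butyryl-CoA genes -0.28, -0.12, -0.21 and -0.51. Ribosomal protein genes had -0.42, -0.45, -0.19 and -0.40 and aminoacyl-tRNA synthetase genes -0.09, -0.11, -0.27 and -0.43.

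Chemotaxis genes went both ways: of 27 tested, 3 were higher and 4 lower (4 and 10 when adjusted over the list alone, 1 and 2 with the slide as a block). Without 1 of the phases 1 to 4 were higher and 1 to 5 lower, most without S. Their medians were -0.58, -0.22, -0.74 and 0.10 (-0.06 at S under the 75th percentile scaling). CAC0443 had a mean log2 ratio of 3.57 (adjusted p = 0.0023) and CAC1352 was 5.32-fold lower at M and 3.37-fold at L (adjusted p = 0.0022). Flagellum genes had -0.34, 0.08, -0.35 and 0.43 (-0.01 at S under the 75th percentile scaling). The 171 genes of pSOL1 had -0.55, -0.49, -0.37 and -0.24, and 11 of 166 were higher and 35 lower (11 and 56 over the list alone, 8 and 10 with the slide as a block). Leaving out 1 phase gave 4 (without L) to 13 (without S) higher pSOL1 genes and 9 (without T) to 44 (without S) lower ones. Iron uptake had -2.12 at L and -0.76 at T, riboflavin synthesis -1.46 at M and -0.31 at L, tryptophan synthesis -2.04 at L and 0.18 at S, chaperones -0.95 at T and -0.10 at S. Of the 9 sulfate genes limma called 0 over the 4 phases (over all genes 1257 lay under an unadjusted p of 0.05), and all 9 lower with the slide as a block, where the strain effect rests on M and L alone and so leaves out the higher ratios of T and S.

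The tests of a slide difference common to T and S, of saturation and of the splits of the arrays were chosen after the results were seen, as was the count of genes above background on both arrays.

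More genes differed between the strains at S than at M, L and T. The count at S was 1.48 times the mean of the other phases over all genes. Over the genes with the higher mean signals it was 1.33 times (bootstrap SD 0.0672). Among these, 201 were lower at S, beside 125, 109 and 110 at M, L and T. Higher ones numbered 174 at S, beside 178, 147 and 174, so the excess lay on the lower side. Genes dim on the 824ccpA S array can have a high mean signal and stay in. The 1.33 therefore cannot tell whether the low signals of that array are the cause. The count at T, which shares its slides with S, was 0.942 times the mean of M and L, which argues against a slide difference common to both. Among the 2880 genes above background on both S arrays the count was 549, beside 571 of 3461 at M, 550 of 3497 at L and 556 of 3555 at T. As a share of the genes kept, S was still the highest. That filter leaves out genes that were turned down. The labels give 12 h for 824WT and 22 h for 824ccpA at S, but Figure 1, read by eye, places the 824WT sample at about 18 h. By that reading the strains lie no farther apart in age at S than at L (10 and 14 h) and T (12 and 16 h). Whether culture age adds to the count was not tested.

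The ratios of *ctfA* and *ctfB* lay below 1 at M, L and T and near 1 at S. Scaled by the 75th percentile their mean log2 ratio at S was -0.22, which argues against the ceiling of quantile normalization as the whole cause, and 0 of their spots were marked as saturated. A limit of the scanner below that mark was not tested. The published qRT-PCR value for *ctfB* at S, 0.24 in the paper, lies below 1.

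The real split of the 8 arrays called 592 genes, and the highest count among the other splits that part the arrays of every phase was 0. These 8 splits, the real one included, are too few for a share under 0.05.

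Neighbouring phases differed most from T to S, by 916 genes in 824WT and 1412 in 824ccpA, beside 182 and 204 from M to L. Of the 1412 genes, 817 were lower at S. On the 824ccpA S array 75.1% of genes were well above background, beside 93.4% on the 824ccpA T array. How far these low signals add to the 1412 was not tested. From L to T, 471 genes differed in 824WT and 192 in 824ccpA. In that step the 824WT arrays change slide and the 824ccpA arrays do not, so phase and slide cannot be told apart in 824WT. Log2 ratios at M and L had r = 0.835 across genes, and those at T and S 0.61.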
